# Targeted removal of epigenetic barriers during transcriptional reprogramming

**DOI:** 10.1038/s41467-019-10146-8

**Published:** 2019-05-09

**Authors:** Valentin Baumann, Maximilian Wiesbeck, Christopher T. Breunig, Julia M. Braun, Anna Köferle, Jovica Ninkovic, Magdalena Götz, Stefan H. Stricker

**Keywords:** Epigenetics analysis, Gene expression analysis, Reprogramming, CRISPR-Cas systems, DNA methylation

## Abstract

Master transcription factors have the ability to direct and reverse cellular identities, and consequently their genes must be subject to particular transcriptional control. However, it is unclear which molecular processes are responsible for impeding their activation and safeguarding cellular identities. Here we show that the targeting of dCas9-VP64 to the promoter of the master transcription factor Sox1 results in strong transcript and protein up-regulation in neural progenitor cells (NPCs). This gene activation restores lost neuronal differentiation potential, which substantiates the role of Sox1 as a master transcription factor. However, despite efficient transactivator binding, major proportions of progenitor cells are unresponsive to the transactivating stimulus. By combining the transactivation domain with epigenome editing we find that among a series of euchromatic processes, the removal of DNA methylation (by dCas9-Tet1) has the highest potential to increase the proportion of cells activating foreign master transcription factors and thus breaking down cell identity barriers.

## Abstract (web summary)

Master transcription factors dominantly direct cell fate and barriers ensuring their tissue specific silencing are not clearly defined. Here, the authors demonstrate that inefficient targeted transactivation of Sox1 in neural progenitor cells is surmountable through targeted promoter demethylation using dCas9-Tet1.

## Introduction

Cellular features, including identity, behavior, and potency, are initiated during development by transcriptional programs, which are triggered by individual master transcription factors^1^. These proteins are temporally and spatially highly restricted in their expression. The erroneous expression of developmental master transcription factors is a permanent threat to the integrity of any multicellular organism, as they are able to impose their transcriptional programs outside of their natural context. This issue has been exemplified by the so-called reprogramming factors, which are master transcription factors able to overwrite already established cellular programs by enforcing foreign cell identities^2^. Because cell identity switches rarely (if at all) occur under normal circumstances, it is likely that special measures restrict the activation of master transcription factors in somatic cells.

Although it is obvious that the most effective barriers against cell identity changes would control the expression of master transcription factor genes and that several chromatin processes (e.g., DNA methylation, polycomb, nuclear topology) have been implicated in this process, causalities were extremely difficult to establish. This is due to the fact that until recently the lack of experimental options for site-specific manipulation made it challenging to generate unambiguous experimental evidence for the causality of local chromatin features. But even with recent advancements in the field of DNA targeting, most experimental reprogramming approaches still rely on vector-mediated overexpression of fate determinants, bypassing the primary activation of the endogenous reprogramming factor gene. Thus, the potentially most relevant cell identity barriers have evaded identification and functional analysis.

However, two experimental strategies, both based on adaptations of the bacterial CRISPR complex, have recently enabled the circumvention of these two issues and can be used to investigate the presence and identity of such functional barriers: transcriptional engineering, which is the manipulation of gene expression by targeting artificial transcription factors to gene promoters^3–5^, as well as epigenome editing, which is the site-specific manipulation of epigenomic features, for which a number of options have been developed recently^6,7^. Gene induction by transcriptional engineering aims for the targeted manipulation of gene expression of endogenous genes^8^. While the epigenomic and/or transcriptional effects are defined by the specific dCas9 fusion protein used, the target locus is specified in the protospacer sequence encoded in the short synthetic guide RNAs (gRNAs). The system most frequently used to date to achieve gene activation is a fusion of an enzymatically dead version of Cas9 with four copies of the transactivator domain of the viral transcription factor VP16 (dCas9-VP64)^9^. Transcriptional engineering has been successfully used for transcription activation of a number of genes, including master transcription factors like *MyoD*, *Ascl1*, and *Sox2*^5,10,11^. Although examples remain sparse and we lack comprehensive approaches, it emerges already that endogenous master transcription factors behave in a particularly rigid manner compared to control genes^5,12,13^.

During neurogenesis, a temporal sequence of master transcription factors controls the progression of neural development. The sex-determining region Y-box transcription factor 1 (*Sox1*) is amongst the first transcription factors induced during neural development in xenopus^14^, chicken^15^, rodents^16^, and humans^17^. In mice, *Sox1* shows strong and specific expression in neuro-epithelial cells^18,19^, the progenitors of all neural cells. *Sox1* has some sequence identity (51%) to *Sox2*, but unlike its paralog it is not expressed in pluripotent cells and only becomes detectable in the newly formed neuroectoderm around the onset of somitogenesis^20^. Shortly thereafter, *Sox1* expression disappears, except in the adult neural stem cell niches of the hippocampus and the adult subventricular zone, where it marks a population of progenitor cells with long-term neurogenic potential^21^. Interestingly, Sox1-positive NSCs can be propagated only poorly in vitro, as cultured cells irreversibly lose *Sox1* expression^22^. This conversion coincides with a progressive loss of neuronal differentiation potential and parallels the natural development in vivo. Despite its undeniable relevance as an early lineage marker, the functional roles of *Sox1* are, compared to its paralogs *Sox2*, *Sox9*, *Sox10* and *Sry*, still poorly understood^23^.

Here we show that Sox1 is a master cell identity factor: the induction of its endogenous gene copy restores the neuronal differentiation potential of glial progenitor cells. Moreover, chromatin features, in particular DNA methylation at its promoter, tightly control the capability of *Sox1* to be trans-activated. By combining epigenome editing and transcriptional engineering, we demonstrate that the selective removal of this barrier increases the number of responsive cells significantly, proving the causal role of the chromatin mark.

## Results

### Targeted activation of *Sox1* leads to heterogenous response

Neural progenitor cells (NPCs) do not express the neural stem cell factor Sox1. First, we tested whether transcriptional engineering can be used to significantly activate this early lineage marker in NPCs. For this, we generated clonal NPC lines stably expressing the transcriptional trans-activator dCas9-VP64 that can be targeted to specific genomic loci through simultaneous delivery of gRNAs. The cells continued to produce mostly glial progeny when differentiated (see below). To test the capacity of these cells for targeted gene activation, we used an expression construct containing two gRNAs (A1-9). Those were designed to target with high predicted specificity the promoter of *Actc1*, encoding an actin gene expressed in heart and skeletal muscle tissue (see Methods and Breunig et al., 2018^24^, Fig. 1a). We analyzed the consequences of transcriptional targeting by qPCR, which confirmed strong induction of *Actc1* (more than 100-fold, approximating physiological levels of muscle tissues) (Fig. 1b, Supplementary Fig. 1a). To induce *Sox1* expression, we used an equivalent construct targeting the *Sox1* promoter (S1-9, Fig. 1a). In contrast to *Actc1*, the transcriptional activation of *Sox1* was significantly lower (ca. four-fold, Fig. 1b). These results indicated some insufficiency of the transcriptional engineering approach when targeting the developmental transcription factor *Sox1*.

**Fig. 1:**
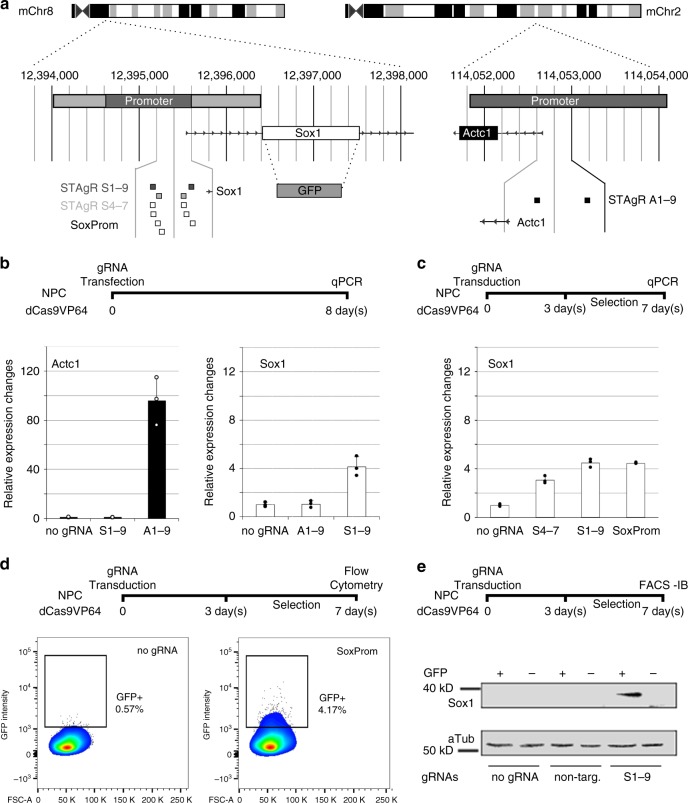
Transcriptional editing of *Sox1* leads to gene induction. **a** Schematic overview of the *Sox1* and *Actc1* locus in NPCs. Heterozygous knock-in of GFP into the *Sox1*-ORF and gRNA targets are shown. **b** Moderate upregulation of *Sox1* compared to *Actc1*. gRNAs were transfected separately into NPCs. mRNA of *Actc1* and *Sox1* was quantified using qRT-PCR, and NPCs without transfection were used as a control population (no gRNA). Non-targeted loci were quantified as a control for unspecific effects. *Actc1* mRNA upregulation is significantly higher than *Sox1* mRNA upregulation (two-sided Student’s *t*-test, *p* < 0.005). Data shown as the mean and standard error of the mean; *n* = 3 biological replicates (generated independently on different days in different clonal lines). **c** Alteration of gRNA sequences and positions does not significantly affect the efficiency of transcriptional engineering. Three different gRNA lentiviruses were transduced and cells were selected for gRNA expression. Data shown as the mean and standard error of the mean; *n* = 3 biological replicates (generated independently on different days in different clonal lines). **d** Flow cytometry reveals that a small population of cells is responsive to transcriptional engineering. SoxProm gRNAs were transduced into *Sox1*^GFP^ NPCs, and cells were selected for gRNA expression. Flow analysis of cells reveals that a minority of cells respond to transcriptional activation with induced with GFP fluorescence. **e** High *Sox1*^GFP^ levels correlate to high Sox1 protein levels. *Sox1*^GFP^-positive and -negative cells were sorted from control populations (with either no gRNAs or non-targeting gRNAs) and activated populations, respectively. Western Blot reveales significantly higher Sox1 protein levels in the GFP-positive population from NPCs transduced with the SoxProm gRNAs only. Shown is one biological replicate; Image cropped for clarity

To rule out differences in transfection efficiency as the reason for the disparity in transcriptional outcomes, we replaced the plasmids for gRNA expression with lentiviral particles. Antibiotic selection was applied to ensure that every cell expressed gRNAs targeting the *Sox1* promoter. Moreover, to rule out that the specific choice of gRNAs is the source of the insufficient *Sox1* induction, we generated seven different lentiviral constructs, each targeting a different site in the *Sox1* promoter (SoxProm, Fig. 1a) and applied a mixture of viral particles with a high titer (MOI 4). This did not significantly potentiate the transcriptional level of *Sox1* in transduced and selected cells (Fig. 1c), and neither did lentiviral vectors containing two alternative *Sox1* targeting gRNAs (S4-7, Fig. 1a, c), indicating that the individual choice of gRNA sequences, their delivery or selection are likely not responsible for the scarce response.

To test whether the limited induction originates from a uniform but very minor gene activation, or a heterogeneous cellular response with few cells strongly activating *Sox1*, we generated NPCs from ESCs containing a fluorescent reporter (gift from Prof. Austin Smith). Here, GFP has been knocked in-frame into the endogenous copy of the transcription factor *Sox1*, leaving the promoter unchanged^18^. NPCs heterozygous for the GFP reporter (*Sox1*^wt^/*Sox1*^GFP^) and stably expressing dCas9-VP64 were used henceforth to analyze transcriptional induction by flow cytometry or to separate GFP-positive and -negative cells by fluorescence activated cell sorting (FACS). As expected, cells lacking dCas9-VP64 or *Sox1* targeting gRNAs appeared almost exclusively GFP-negative in flow analysis (Fig. 1d and Supplementary Fig. 1b). Strikingly however, cell populations stably expressing dCas9-VP64, transduced, and selected for *Sox1* targeting gRNAs also responded only in part. Only a minor proportion of the cells reacted to activator targeting with a significant induction of GFP protein (resulting in 1–6 % *Sox1*^GFP^-positive cells, average 2.9%, *p*-value < 0.0001 tested with two-sided *t*-test, *n* = 18 biological replicates generated with three different clonal NPC lines), while the majority of cells remained unaffected for all gRNA combinations used (Fig. 1d, Supplementary Fig. 1b). Sorting GFP-positive (subsequently referred to as *Sox1*^GFP^ positive or responsive) cells and GFP–negative (subsequently referred to as *Sox1*^GFP^ negative or non-responsive) cells and analysis by qPCR showed that the *Sox1*^GFP^ positive population is the main source of *Sox1* induction, as significantly more *Sox1* mRNA is found in those cells (Supplementary Fig. 1c). This effect is even more pronounced on the protein level where the expression of Sox1 protein is almost exclusively detected in GFP-positive cells (~30-fold increase over no gRNA control, Fig. 1e).

To determine how lasting the induced expression of *Sox1* is, we separated *Sox1*^GFP^-positive and -negative cells by FACS (Fig. 2a). Both populations continued to proliferate with minor phenotypic changes, but flow analysis showed that populations differed strongly in Sox1 levels at 7 d after sorting. Sorted cells lacking *Sox1*-targeting gRNAs resembled the initial population, indicating that naturally occurring *Sox1*^GFP^-positive cells are not a stable subpopulation, but rather short lived. In contrast, NPCs with targeted *Sox1* induction gave rise to a population expressing higher GFP levels on average and containing many more GFP-positive cells (22%, Fig. 2a). Taken together, these data show that NPCs respond heterogeneously but can at least partially retain the activation of the developmental transcription factor *Sox1*.

**Fig. 2:**
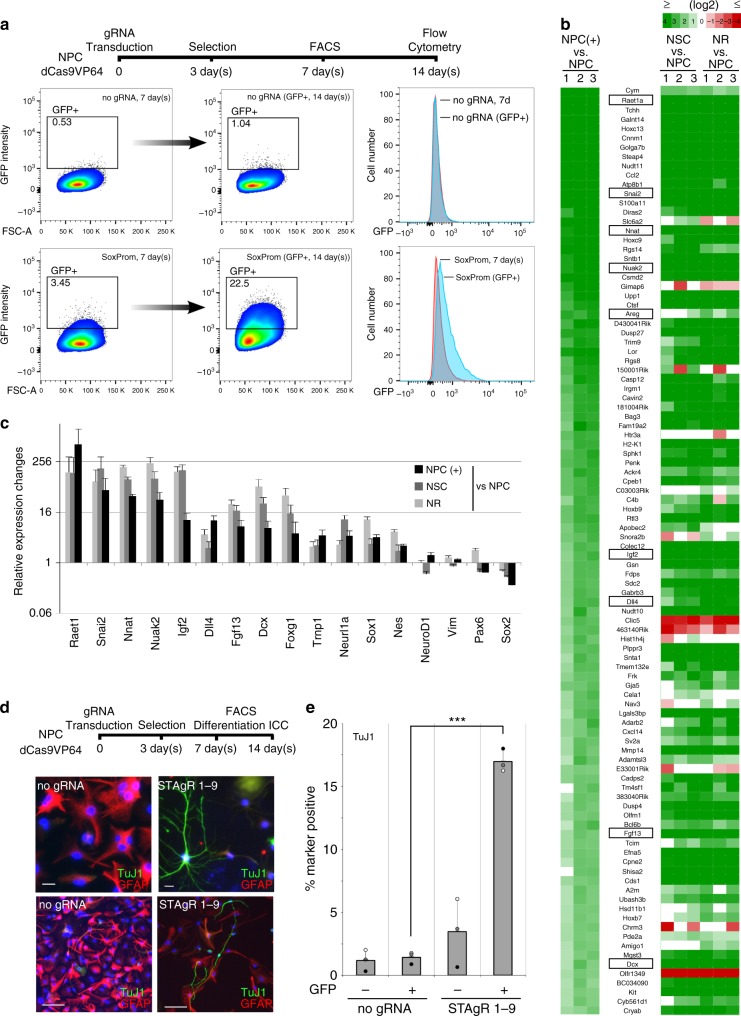
Phenotypic consequences of *Sox1* induction. **a** *Sox1*^GFP^ induction can endure prolonged time periods. *Sox1*^GFP^ positive cells were FACS sorted from control (no gRNA) and experimental settings (SoxProm), cultured for 7 more days and eventually analyzed by flow cytometry. While *Sox1*^GFP^-positive cells sorted from control populations show no relative enrichment, those from the activated population show a strong increase of the number of cells in the GFP-positive gate after 7 days, indicating some steadiness of the gene induction. **b**, **c** *Sox1* activates hundreds of genes associated with a stem cell identity. **b** Heat map showing the 100 genes most significantly induced by *Sox1* induction (NPC+). Most of these genes are also higher in the transcriptomes of early neural stem cells (NSCs, 7 days neural induction of ESCs; NR, sorted neural rosette cells). **c** Relative expression changes of a selected set of genes are shown; data shown as (logarithmic) fold change and standard error of the mean; all data are depicted for three individual biological replicates. **d**, **e** Differentiation assays reveal changes in the potency of Sox1-positive NPCs. After gRNA transduction, *Sox1*^GFP^-positive and -negative cells were sorted from both control (no gRNA) and activated (S1-9) populations and differentiated for 7 days; **d** scale bars (upper row: 20 µm; lower row: 100 µm). **e** The number of cells positive for the neuronal marker TujI increased significantly in Sox1-positive cells (***p < 0.001 in two-sided Student’s *t*-test; *n* = 3 biological replicates, generated independently on different days in different clonal lines)

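Among the 100 gene symbols that can be read in Fig. 2b, 91 matched a gene of the deposited count table through the gene annotation. All 91 were more than 4-fold higher in NPC(+), the *Sox1* GFP-positive NPCs, than in NPC, with fitted log2 fold changes of at least 2.68. All 91 also passed when the adjustment of p covered only these genes, which shows no stability, because the list holds the paper's own calls on the same libraries. In the libraries labelled NSC 70 of them were higher than in NPC at an adjusted p under 0.1, and in the libraries labelled NR 70 were higher. The number was 74 for higher in either, 66 for higher in both and 7 for lower in both. With the replicate number as a block the number higher in either was again 74 (the pairing check of same-numbered NPC and NPC(+) libraries gave a correlation of 0.0172).

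The 100 genes more than 4-fold higher in NPC(+) with the smallest p in the deposited counts shared 48 genes with those of Fig. 2b. Their log2 fold changes began at 2.02 and their adjusted p reached at most 6.92e-06 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these 100 genes 79 were higher in the libraries labelled NSC, 80 in those labelled NR, 83 in either and 76 in both, while 18 were lower in at least one of them. The block left the number in either at 83.

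For the genes of Fig. 2c that the text does not name, the log2 fold change of NPC(+) against NPC was 2.09 for *Neurl1a* (standard error 0.22), 0.59 for *Neurod1* (0.14), 0.24 for *Vim* (0.15), -0.78 for *Pax6* (0.22) and -1.802 for *Sox2* (0.10), from 3 replicates each. The change of *Vim* did not pass (adjusted p = 0.234 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, range over 15 alternatives 1.255e-04 to 0.459, of which 3 passed an adjusted p of 0.1), although its 3 NPC(+) values lay above its 3 NPC values, whereas the other 4 had an adjusted p of at most 0.0105. With the block the log2 fold changes were 2.101, 0.59, 0.24, -0.80 and -1.804 in the same order. *Pax6* lies on chromosome 2 between 100 and 110 Mb, where the median gene was lower in NPC(+) by a log2 shift of -0.33. *Snai2* had at most 2 counts in any NPC library and between 22 and 37 in NPC(+), at least 13.9-fold higher (adjusted p = 7.67e-05), although it lies on chromosome 16, where the median gene was lower in NPC(+) by a log2 shift of -0.37.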

### *Sox1* restores neuronal differentiation potential in NPCs

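RNA sequencing compared 4 groups of mouse cells derived from *Sox1* GFP embryonic stem cells, with 3 biological replicates each and 12 libraries in all. NPC are neural progenitor cells, and NPC(+) are NPCs in which targeting of dCas9-VP64 to the *Sox1* promoter had turned on the GFP reporter. NSC are early neural stem cells after 7 days of neural induction, and NR are neural rosette cells. The sample labels give NPC(+) and NR as sorted and NPC and NSC as not sorted, while the text of the paper describes sorting for NPCs with and without induction. By the labels, sorting therefore goes together with induction, and whether the NPC libraries came from cells with gRNAs and antibiotic selection is not stated. RNA was isolated with the PicoPure kit and amplified with SMART-Seq, a template-switching method for small amounts of RNA.

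The authors deposited the number of reads counted on each of 45706 Ensembl genes, without normalization. The text of the paper does not name the aligner, the counting method, the strand setting or the genome build. Symbols and coordinates were taken from the GENCODE annotation of GRCm38, in which 45143 of the identifiers had a symbol. Total counts ran from 4939268 to 18351483 in NPC (median 7434718), from 3407066 to 6315574 in NPC(+) (median 5875864), from 29046205 to 43095688 in NSC (median 31298912) and from 16707006 to 34594885 in NR (median 30291431). The 10 genes with the most counts took between 2.45% and 6.03% of a library. The counts were scaled with edgeR's TMM method. The 17003 genes that passed edgeR's filterByExpr were tested in one model over the 4 groups. A gene was called changed at the thresholds the paper states, an adjusted p under 0.1, a p under 0.05 and a fold change over 4. A floor of 3 counts corresponded on average to 0.408 CPM in NPC, 0.613 in NPC(+), 0.0874 in NSC and 0.122 in NR, so genes of low expression were measured least well in NPC(+). Floors and intervals cover counting error only, because reads without molecular identifiers are not independent molecules.

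The targeted gene, *Sox1* (ENSMUSG00000096014, chromosome 8 from 12395295 to 12400126, 1 exon), had 4.83, 6.00 and 5.43 CPM in NPC replicates 1 to 3 and 20.3, 20.9 and 21.7 in NPC(+). It had 48.6, 64.9 and 51.8 in NSC and 4.62, 20.0 and 19.19 in NR. *Sox1* was 3.93-fold higher in NPC(+) than in NPC, a log2 fold change of 1.97 (standard error 0.43, adjusted p = 0.00221 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block it was 1.89 (same-numbered NPC and NPC(+) libraries deviated from their group means with a correlation of 0.0172), and over 15 alternatives it lay between 1.89 and 2.05. Against NPC the log2 fold change of *Sox1* was 3.37 in NSC and 1.48 in NR (adjusted p = 4.65e-06 and 0.00434, same test). The NR libraries, sorted by their labels, thus held less *Sox1* RNA than the NSC libraries (log2 fold change -1.89, adjusted p = 5.37e-04, same test), and replicate 1 of NR held about as much as NPC. Both groups are therefore called the libraries labelled NSC and the libraries labelled NR.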

To investigate the consequences of the transcriptional activation of the *Sox1* gene, we sorted cells to compare the transcriptomes of NPCs with and without *Sox1*^GFP^ induction (Fig. 2b, Supplementary Fig. 1a–c). While biological replicates of all samples appeared very similar (Supplementary Fig. 2a, b), a number of genes showed altered expression levels between the groups (1060 genes upregulated >4-fold, *p*-value < 0.05 tested with the Wald test, false discovery rate of 0.1), 482 genes downregulated (>4-fold, *p*-value < 0.05 tested with the Wald test, false discovery rate of 0.1). 

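Pearson's r of log2 CPM across genes, which are not independent replicates, was 0.984 to 0.989 between NPC replicates, 0.980 to 0.984 between NPC(+) replicates, 0.984 to 0.995 between the libraries labelled NSC and 0.974 to 0.988 between those labelled NR. Between groups it was 0.949 to 0.959 for NPC and NPC(+), 0.830 to 0.845 for NPC and the libraries labelled NSC, and 0.753 to 0.797 for NPC and the libraries labelled NR. For NPC(+) it was 0.832 to 0.849 with the libraries labelled NSC and 0.753 to 0.796 with those labelled NR. These ranges overlapped those of NPC, so by this measure NPC(+) was not clearly closer to either group. The biological coefficient of variation was 7.92% in NPC, 4.07% in NPC(+), 18.7% in the libraries labelled NSC and 21.1% in those labelled NR. In the 12 pairs of replicates the chi-square of the counts per degree of freedom ran from 1.59 to 54.3, so no pair was a repeat of one library. The first principal component carried 75.3% of the variance and the second 8.94%.

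Between NPC(+) and NPC 658 genes were higher and 327 lower past the thresholds. Which clonal lines gave these libraries is not stated. If the lines differed between NPC and NPC(+), line would go together with induction. If each group came from a single line, the p values would not cover differences between lines. For 590 of the 658 and 317 of the 327 genes the 3 NPC(+) values did not overlap with the 3 NPC values. This held for 52.7% of all genes tested, against 10% by chance. With the replicate number as a block 685 genes were higher and 331 lower. The correlation of the deviations of same-numbered libraries was 0.0172 for this comparison, against -0.00864 for libraries with other numbers. Genes with at least 10 counts in every library gave 84 higher and 72 lower, and a fold change over 2 gave 1561 and 1088. The libraries labelled NSC had 3252 genes higher and 1002 lower than NPC, with the block 3296 and 1011 (pairing correlation -0.0386). Those labelled NR had 3740 higher and 1023 lower, with the block 3746 and 1049 (pairing correlation 0.0285). Between them, 1248 genes were higher and 20 lower in the libraries labelled NR, with the block 1249 and 19 (pairing correlation 0.338).

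**Figure D1:**
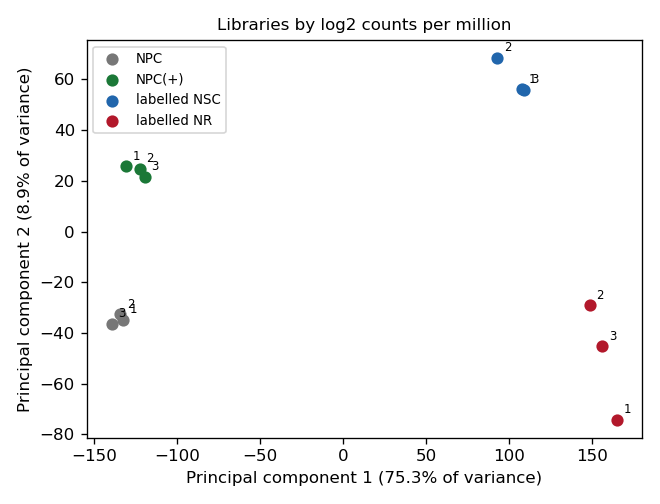
Principal components 1 and 2 of log2 CPM over the genes tested, with the percent of variance on each axis. Each point is 1 library with its replicate number, and NPC and NPC(+) lie apart from the libraries labelled NSC and NR along component 1, which carries 75.3% of the variance.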

The highest induced factors (>10-fold) contained many rarely studied genes, some of which have been shown to functionally contribute to early brain development (for example, the kinase Nuak2^25^, the retinoic acid early transcript Raet1a^26,27^ or the proteolipid Neuronatin (Nnat)^28^). 

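More than 10-fold higher in NPC(+) than in NPC were 238 genes, and 255 with the replicate number as a block (pairing correlation of NPC and NPC(+) 0.0172). *Nuak2* (ENSMUSG00000009772, chromosome 1 from 132316126 to 132333488) rose from 0.375 ± 0.244 CPM in NPC to 11.0 ± 1.15 in NPC(+) (SD, n = 3). Its log2 fold change was 4.96 (standard error 0.44, adjusted p = 1.36e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 4.85 with the block. *Nnat* (ENSMUSG00000067786, chromosome 2 from 157560078 to 157562522) rose from 8.62 ± 0.420 to 326 ± 6.03 CPM (SD, n = 3), a log2 fold change of 5.25 (standard error 0.24, adjusted p = 3.50e-09, same test) and 5.22 with the block.

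No gene of the annotation carries the symbol Raet1a. Its relative *Raet1d* (ENSMUSG00000078452, chromosome 10 from 22360552 to 22374139) had 0 counts in every NPC library and 51, 85 and 93 counts in NPC(+) replicates 1 to 3, at least 35.6-fold higher (adjusted p = 2.84e-08, same test). It lies within *Raet1e* (ENSMUSG00000053219, from 22158569 to 22374139 on the same strand), which had at most 3 counts in NPC and 0 in NPC(+). How the authors' counting assigned reads to these overlapping and similar genes is not stated, so the split between them is uncertain.

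*Raet1d* was also among the 5 genes with the largest fitted rise whose NPC(+) values all lay above the NPC values, and their order is uncertain because NPC was at the floor for each. Of the others, *Cym* was at least 364-fold, *Tchh* at least 19.07-fold, *Galnt14* at least 11.1-fold and *Nkx2-4* at least 8.75-fold higher in NPC(+), each with at most 3 counts in any NPC library. *Cym* (chromosome 3 from 107211293 to 107221732) had the smallest adjusted p, 3.56e-11 in the same test. *Tchh* (chromosome 3 from 93442330 to 93449077) lies in a 10 Mb window in which the 74 other expressed genes rose as well, by a median log2 fold change of 1.01.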

Among those transcripts significantly induced (4–30-fold) were several genuine neural stem cell factors (e.g., Nestin, Dcx, Trnp1, FoxG1, Fig. 2c) and many more genes functionally involved in neural stem cell homeostasis, such as the growth factor Igf2^29^, the notch ligand Dll4^30^, the neural stem cell mitogen Amphiregulin^31^ and the neurogenesis factor Fgf13^32^ (Fig. 2b, c). These and most other genes significantly upregulated through *Sox1* induction were also found significantly higher in the transcriptomes of early neural stem cells (either neural differentiation of embryonic stem cells (NSCs) or FACS-sorted neural rosettes (NRs), see methods) (Fig. 2b, c, Supplementary Fig. 1d). 

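Each of the 7 genes examined was higher in NPC(+) than in NPC, and 6 of them by more than 4-fold. *Nes*, the gene of Nestin (ENSMUSG00000004891, chromosome 3 from 87971078 to 87980451), rose 2.53-fold from 90.2 ± 13.2 to 227 ± 8.35 CPM (SD, n = 3). Its log2 fold change was 1.34 (standard error 0.29, adjusted p = 0.00246 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 73 other expressed genes between 80 and 90 Mb of chromosome 3 rose by a median log2 fold change of 0.58, and 9 of them rose as much as *Nes*. *Dcx* (chromosome X from 143855842 to 143933311) rose from 0.713 ± 0.232 to 4.57 ± 1.08 CPM, a log2 fold change of 2.78 (standard error 0.63, adjusted p = 0.00311, same test). *Trnp1* (chromosome 4 from 133491100 to 133498550) had a log2 fold change of 2.14 (standard error 0.26, adjusted p = 2.22e-05, same test).

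*Igf2* (chromosome 7 from 142650766 to 142666816) had a log2 fold change of 3.42 (standard error 0.48, adjusted p = 8.42e-05, same test), and *Dll4* (chromosome 2 from 119325784 to 119335962) one of 3.297 (standard error 0.35, adjusted p = 6.75e-06, same test). *Areg*, the gene of Amphiregulin (chromosome 5 from 91139599 to 91148432), had a log2 fold change of 4.00 (standard error 0.65, adjusted p = 2.45e-04, same test). It had 8, 0 and 0 counts in NPC replicates 1 to 3 and 21, 17 and 26 in NPC(+). Over 13 alternatives its log2 fold change ran from 3.55 to 9.43. The size of the rise is uncertain, because NPC replicate 1 alone of the NPC libraries had *Areg* counts. *Fgf13* (chromosome X from 59062145 to 59568071) had a log2 fold change of 2.82 (standard error 0.30, adjusted p = 6.70e-06, same test). With the replicate number as a block the log2 fold changes were 1.35 for *Nes*, 2.78 for *Dcx*, 2.101 for *Trnp1*, 3.27 for *Igf2*, 3.27 for *Dll4*, 4.17 for *Areg* and 2.78 for *Fgf13* (pairing correlation of NPC and NPC(+) 0.0172).

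**Figure D2:**
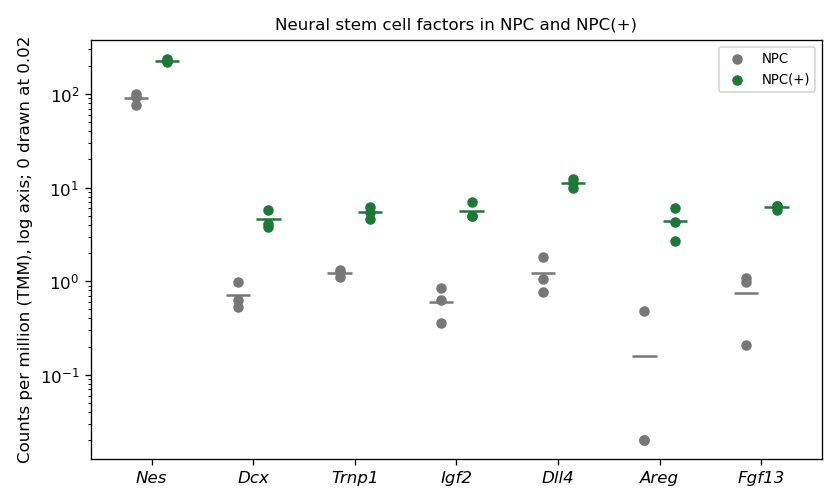
TMM-scaled CPM of the 7 genes in NPC and NPC(+) on a log axis, where each point is 1 library, each line the mean of 3 replicates, and a value of 0 is drawn at the bottom of the axis. *Nes* lies near 90.2 in NPC and 227 in NPC(+), while *Areg* had no count in 2 of the NPC libraries.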

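Of the 658 genes called higher in NPC(+), 505 were also higher in the libraries labelled NSC than in NPC at an adjusted p under 0.1, a share of 76.7% (95% Wilson interval 73.4% to 79.8%). The libraries labelled NR shared 511 of them (77.7%, interval 74.3% to 80.7%), and 531 were higher in either (80.7%, interval 77.5% to 83.5%). Lower in at least one of them were 10.3%. Over all genes tested the shares of higher genes were 44.4%, 45.6% and 52.0%. In 10000 random gene lists matched on mean expression the share for either ran from 50.8% to 64.6%. In 10000 lists matched instead on expression in NPC, a comparison chosen after the values were seen, it averaged 76.4% and ran from 70.8% to 81.2%. With the replicate number as a block the shares were 78.1%, 78.4% and 82.5% (pairing correlation of all groups 0.0642). The alternative that moved the share for either most, genes more than 2-fold higher in NPC(+), gave 69.6%.

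Of the genes named for stem cell functions, *Areg* was not higher in these libraries. Its log2 fold change against NPC was -0.04 in the libraries labelled NSC and -1.20 in those labelled NR (adjusted p = 0.967 and 0.224 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) on at most 12 counts per library. Its means of 0.247 and 0.109 CPM in these libraries lay under the floor in NPC, and NPC replicate 1 alone of the NPC libraries had *Areg* counts, so a rise was not measurable. The other 6 examined were higher in both. In the libraries labelled NSC and NR, in this order, the log2 fold change was 2.42 and 0.90 for *Nes*, 6.01 and 4.66 for *Dcx*, 1.22 and 1.33 for *Trnp1*, 7.13 and 7.28 for *Igf2*, 2.17 and 1.15 for *Dll4*, and 4.59 and 4.07 for *Fgf13*. Their highest adjusted p in the same test was 0.0110, for *Nes* in the libraries labelled NR. In the libraries labelled NR, *Trnp1* and *Dll4* each passed under 13 of 14 alternatives, where the adjusted p reached 0.123 and 0.1001. The log2 fold change was 7.81 and 6.598 for *Nuak2*, and 7.53 and 6.52 for *Nnat*. From transcriptomes together with functional markers, which were not analysed here, the paper proposes that the cells reverted at least in part toward a neural stem cell identity.

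**Figure D3:**
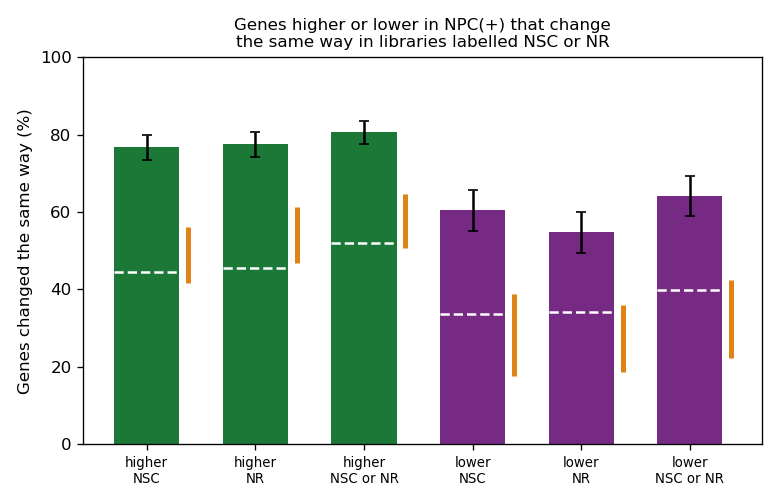
Percent of the genes called higher (green) or lower (purple) in NPC(+) that changed the same way in the libraries labelled NSC, NR or either. Error bars are 95% Wilson intervals, white dashed lines the share over all genes tested, and orange bars the range over 10000 random lists matched on mean expression, which for genes higher in either ends at 64.6%, under the 80.7% of the called genes.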

Downregulated genes showed the opposite general tendency (Supplementary Fig. 1c); however, this effect was far less prominent and the associated genes did not fall in a clear functional category. 

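Of the 327 genes called lower in NPC(+), 198 were lower in the libraries labelled NSC (60.6%, 95% Wilson interval 55.2% to 65.7%), 179 in those labelled NR (54.7%, interval 49.3% to 60.0%) and 210 in either (64.2%, interval 58.9% to 69.2%). Higher in at least one of them were 34.6%. The shares of lower genes over all genes tested were 33.7%, 34.1% and 39.9%, and random lists matched on mean expression held 22.3% to 42.5% lower in either. With the replicate number as a block the shares were 60.4%, 55.9% and 65.0% (pairing correlation of all groups 0.0642). The share lower in either was 88.9% over genes with at least 10 counts in every library, 80.9% in fits of only the groups compared, and 43.7% when a fold change over 4 was asked in both comparisons, which the share over all genes does not ask.

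The largest fall among genes whose NPC(+) values all lay under the NPC values was that of *Hoxa10* (ENSMUSG00000000938, chromosome 6 from 52231197 to 52240854). It had 686, 251 and 176 counts in NPC replicates 1 to 3 and 0 in every NPC(+) library, at least 61.2-fold lower (adjusted p = 3.55e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Akr1e1* was at least 15.7-fold, the pseudogene *Cyp3a63-ps* at least 8.81-fold, *Atp4a* at least 7.13-fold and *Afap1l2* at least 6.32-fold lower in NPC(+), each with an adjusted p of at most 1.56e-04 in the same test.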

To corroborate these findings, we cultured NPCs with and without *Sox1*^GFP^ induction to analyze the expression of neuroepithelial markers by immunocytochemistry. Although *Sox1*^GFP^-positive cells appeared overall morphologically similar (they did not form neural rosettes in vitro under NPC culture conditions) and did not induce Prominin (*Cd133*), the cells tended to cluster and induced several neural stem cell markers that were absent in NPCs, including Occludin (*Ocln*), and zona occludens 1 (*Zo-1*) and elevated others (*Nestin*, *Notch1*) that were already weakly detectable in control NPCs (Supplementary Fig. 3a, b).

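The distance that NPC(+) had moved was measured by projecting its mean difference from NPC, in log2 CPM over 17003 genes, on the difference between NPC and the stem cell libraries. NPC(+) lay 15.6% ± 1.75 (SD, n = 3) of the way from NPC to the libraries labelled NSC, with 13.6%, 16.2% and 16.9% for replicates 1 to 3. It lay 11.2% ± 1.60 (SD, n = 3) of the way to the libraries labelled NR, with 9.48%, 11.5% and 12.6%. In data simulated without any shift the same computation gave 2.21% and 2.22%, and a simulated shift of 20% came out as 21.6% and 21.5%. Without the shift, the simulated NPC(+) did not differ from NPC in any gene, and the simulated fold changes did not depend on expression. The simulation therefore cannot tell how large a shift an unrelated change would give, such as a rise of genes that are low in NPC. Across genes, which are not independent replicates, Pearson's r of the log2 fold changes of NPC(+) and of the libraries labelled NSC was 0.307, and 0.253 for those labelled NR. Without any simulated shift it was 0.0949 and 0.0929, because the comparisons share the NPC libraries. With different NPC replicates in the comparisons r was 0.276 and 0.232, and the shift 14.0% and 10.1%. With same-numbered libraries paired, chosen after the values were seen, the shift was 17.6% and 12.9%, and r with the replicate number as a block was 0.317 and 0.273 (pairing correlation of all groups 0.0642). Over genes with at least 10 counts in every library, the alternative that moved the shift most, it was 20.3% and 20.2%. Pearson's r of log2 CPM with the libraries labelled NR showed no such move, with a mean of 0.777 for NPC(+) and 0.779 for NPC. With those labelled NSC the means were 0.841 and 0.838.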

Since transcriptomes and functional markers indicate at least a partial reversion toward a neural stem cell identity, we asked whether these changes translate into the restoration of cellular potency. To that end, we separated *Sox1*^GFP^-positive and -negative NPCs by FACS and tested their differentiation potential. Under differentiation conditions, non-targeted cells or cells with control gRNAs gave rise almost exclusively to glial progeny (as indicated by the glial marker *Gfap*); however, *Sox1*^GFP^-positive cells produced significantly more neuronal (as indicated by the marker for young neurons *Tuj1*) and less glial progeny (Fig. 2d, e; Supplementary Fig. 1c). When given time to mature (21d), the neurons predominantly expressed markers of glutamatergic neurons (*vGlut1*, Supplementary Fig. 3d, e). While Calbindin positivity could also be detected, tyrosine hydroxylase (*Th*) was absent. These data support the notion that the activation of the stem cell factor gene *Sox1* induces transcriptional NSCs programs, which are sufficient to release NPCs from their glial commitment and restore neuronal differentiation potency.

### The variable response to *Sox1* induction is cell-intrinsic

Next, we investigated whether technical limitations of the CRISPR-based method could be the source of the heterogeneous response to *Sox1* targeting. Immunoblot analysis revealed that *Sox1*^GFP^-positive and -negative populations exhibit comparable levels of dCas9-VP64 protein (Fig. 3a). Apart from dCas9 protein, individual lentiviral integration sites of gRNA expression cassettes could influence gRNA levels and thus also contribute to the disparity in the cellular response. We generated clonal NPC lines stably expressing gRNAs targeting the *Sox1* promoter; because each clone is derived from one single progenitor cell, all cells of one clone share the same gRNA integration site. We subsequently transfected these clonal NPCs with vectors containing dCas9-VP64 and selected for its expression. None of the tested clones failed to respond to transcriptional targeting, but neither did any clone respond with a significantly increased *Sox1*^GFP^ fraction compared to the earlier experiments (Supplementary Fig. 4a), indicating that individual differences in gRNA integration sites and levels are likely negligible in this experimental setup and do not contribute to the observed cellular heterogeneity.

**Fig. 3:**
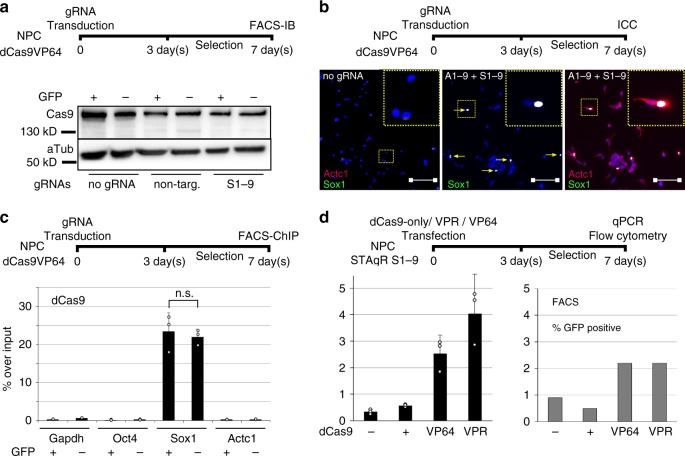
Methodological variance is not the source of unresponsiveness to trans-activation. **a** dCas9 Protein levels do not differ between populations. *Sox1*^GFP^-positive and -negative cells were sorted from control and activated populations (S1-9), and an immunoblot for dCas9 was performed. dCas9 levels did not significantly vary between the respective samples; Image was cropped for clarity. **b** Resistance to activation is gene-dependent. *Actc1* gRNAs (A1-9) and *Sox1* gRNAs (S1-9) were co-transduced into NPCs and immunostained for the target proteins after 7 days. While almost all cells induced *Actc1* expression, only a small subpopulation was able to activate the *Sox1* signal. Dashed yellow lines mark magnified areas; scale bar: 100 µm. **c** dCas9 binding does not vary between Sox1-positive and -negative NPCs. *Sox1*^GFP^-positive and -negative cells were sorted from the activated population (SoxProm), and ChIP for dCas9 was performed at the *Sox1* locus as well as on the promoters of *Gapdh*, *Actc1,* and *Oct4* (serving as negative controls); dCas9 is strongly enriched at the *Sox1* locus; no significant difference in DNA binding between responsive and unresponsive NPCs was detected. Data depict one of three biological replicates performed on different days in different clonal lines., mean and standard error of the mean of *n* = 3 technical replicates shown; n.s., not significant. **d** dCas9-VPR does not overcome the heterogeneity of gene activation observed with dCas9-VP64. NPCs stably expressing *Sox1* targeting gRNAs (S1-9) were transfected with either dCas9 only, dCas9-VP64 or dCas9-VPR. Although higher *Sox1* mRNA levels were seen when gene induction was conducted with dCas9-VPR, no significant difference in the number of *Sox1*^GFP^-positive cells was detected between the dCas9-VP64- and dCas9-VPR-expressing NPCs (data depict one of three biological replicates, mean and standard error of the mean of *n* = 3 technical replicates shown)

To investigate whether partial or heterogeneous gene induction is a general feature of targeted gene induction using dCas9, we analyzed the consequences of VP64 targeting on a control promoter (*Actc1*). As depicted in Fig. 3b, nearly all NPCs (stably expressing dCas9-VP64 and selected for gRNA plasmids) significantly upregulate Actc1 protein. Although this shows that a vast majority of these cells received functional levels of the CRISPR machinery (able to induce the expression of a silenced endogenous gene), only a small fraction of those simultaneously activate *Sox1* in gRNA co-delivery experiments (Fig. 3b).

Recent publications indicate that the compaction of chromatin at the target locus might influence the binding of Cas9^33^. Different binding efficiencies in responding and non-responding cells could cause a heterogeneous cellular response despite comparable cellular levels of dCas9 protein and gRNAs. We therefore quantified the amount of targeted dCas9-VP64 in *Sox1*^GFP^-positive and -negative populations using chromatin immunoprecipitation (ChIP). As depicted in Fig. 3c, dCas9-VP64 occupied the *Sox1* promoter at comparable levels in *Sox1*^GFP^ -positive and –negative cell populations, strongly suggesting that processes downstream of transactivator binding interfere with the activation of *Sox1* in non-responsive cells.

To further test whether the observed reluctance of a majority of NPC cells to activate *Sox1* is a particularity due to the use of dCas9-VP64, we employed a composite CRISPR activator, VPR, additionally equipped with trans-activator domains of the NF-kappa-B p65 subunit and the R transactivator of Epstein–Barr virus (RTA)^3,34^. Since VPR has been shown to be significantly more potent than VP64 on a series of promoters^3^, this experiment also allowed us to test whether stronger activation signals would overcome the incomplete *Sox1* induction. Flow cytometry and qPCR revealed that although more GFP mRNA can be detected in the bulk population when using dCas9–VPR, the responsible *Sox1*^GFP^ positive fraction is not elevated compared to dCas9-VP64 (Fig. 3d, Supplementary Fig. 4a). This result suggests that the ability of a large fraction of NPCs to evade gene induction is not specific to VP64. Taken together, these data indicate that the observed heterogeneous cellular response is not due to delivery, expression or binding of the CRISPR tools, but instead is a feature of the *Sox1* gene.

### Repressive chromatin at *Sox1* correlates to unresponsive NPCs

The previous experiments showed that the partial reluctance to respond to *Sox1* induction is not caused by methodological variations; thus, we aimed to test whether heterogeneity in the chromatin of NPC populations might act as a cellular barrier and could explain at least in part the cellular response. We assessed the presence of chromatin marks frequently associated with gene repression on the *Sox1* locus in *Sox1*^GFP^ positive and negative NPCs. For this, we performed ChIP to quantify the trimethylation of lysine 9 (H3K9me3) and lysine 27 (H3K27me3). As indicated in Fig. 4a, the *Sox1* promoter is marked by H3K9me3 to a similar degree as repressed control genes (*Oct4*, *Actc1*) in unresponsive cells, while NPCs with induced *Sox1* expression have significantly lower H3K9me3 levels, almost to the degree of a strongly expressed housekeeping gene (*Gapdh*). However, H3K27 methylation did not show modulation between *Sox1*-expressing and non-responsive cells (Fig. 4b). DNA methylation has a much more complex relationship with transcriptional activity than histone methylation in general and particularly during neurogenesis^35^. To investigate the role of DNA methylation in the trans-activation of the master transcription factor *Sox1*, we conducted oxidative bisulfite sequencing (oxBS) on the *Sox1* promoter (Fig. 4c). We also performed bisulfite sequencing (BS), which cannot distinguish between occurrences of hydroxy-methylation (5hmC) and methylation (5mC), to infer approximate levels of DNA hydroxymethylation (Supplementary Fig. 5a). We found that the capacity to induce *Sox1* correlates strongly to 5mC levels in a small region around the transcription start site, which is located inside the *Sox1* CpG island. While the targeting of VP64 to the *Sox1* promoter does not affect DNA methylation, since the *Sox1*^GFP^-negative population displayed comparably high methylation levels on the analyzed CpG sites to control cells without dCas9 targeting (≥9 of 18 CpGs were methylated to 50% or higher) the responding *Sox1*^GFP^-positive population had greatly reduced DNA methylation levels (18 of 18 CpGs lower than 20%, Fig. 4c, Supplementary Fig. 5b). By and large, the BS and oxBS data coincide, providing little indication for the presence of 5hmC at the *Sox1* promoter, except in the responding *Sox1*^GFP^-positive cell population, where the significant difference between the two methods indicates high levels of hydroxymethylation (ca. 20% of total (Fig. 4c, Supplementary Fig. 5a–c)). All tested cell populations showed equal DNA methylation on a control region (*Actc1*), indicating that the detected differences are likely specific for the *Sox1* promoter and do not represent a global cellular reduction of DNA methylation (Supplementary Fig. 5d, e). To test whether the local loss of DNA methylation is a direct consequence of trans-activation, we targeted dCas9-VP64 to *Actc1*, which results in strong gene induction (Fig. 1b) but not in DNA methylation changes (Supplementary Fig. 5f). Taken together, these experiments suggest that epigenetic differences could contribute to the disparate responsiveness of NPCs to activate *Sox1*.

**Fig. 4:**
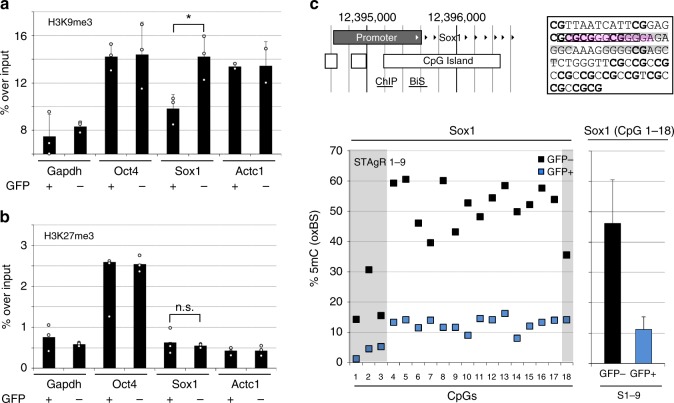
Heterogeneity of chromatin marks correlates to unresponsiveness to trans-activation. **a** Levels of H3K9 trimethylation on the *Sox1* promoter differ significantly. *Sox1*^GFP^-positive and -negative samples were sorted to perform ChIP for H3K9me3. *Gapdh*, *Oct4*, and *Actc1* are included as controls. Levels of K9 trimethylation were significantly higher in the *Sox1*^GFP^-negative population compared to the GFP-positive population. Data shown as mean and standard error of the mean of *n* = 3 biological replicates, performed on different days in different clonal lines, *p < 0.05 in two-sided Student’s *t*-test. **b** Levels of H3K27 trimethylation on the *Sox1* promoter are similar. *Sox1*^GFP^-positive and -negative samples were sorted to perform ChIP for H3K27me3. *Gapdh*, *Oct4*, and *Actc1* are included as controls. Levels of K27 trimethylation are not significantly different between the *Sox1*^GFP^-negative and-positive populations. Data shown as the mean and standard error of the mean of *n* = 3 technical replicates; n.s., not significant in two-sided Student’s *t*-test. **c** *Sox1*^GFP^-positive NPCs exhibit lower DNA methylation at the *Sox1* promoter. (Top left) Structure of the *Sox1* promoter, locations of ChIP qPCR and BS and OxBS amplicons are shown. (Top right) Sequence of the oxBS and BS analyzed sequence in the *Sox1* promoter. CpGs are marked in bold. Predicted binding sites of YY1 (marked in grey) and Sp1/Sp3 (marked in pink) as well as E2F-1 (boxed) are indicated. (Below). *Sox1*^GFP^-positive and -negative cells were sorted to perform oxidative bisulfite sequencing. This revealed elevated DNA methylation levels in non-responsive cells on the *Sox1* promoter (data depict the mean and standard error of the mean of NGS reads of at least *n* = 1000 individual sequences generated from two individual biological replicates generated and analyzed on separate days)

### Targeted epigenetic manipulation increases response of NPCs

Next, we aimed to test whether the detected epigenetic marks are a cause or a consequence of *Sox1* transcription and whether they functionally hinder the activation of the master transcription factor. For this, we combined dCas9-VP64 with targetable chromatin enzymes at the *Sox1* promoter in NPCs (Fig. 5a, b, Methods). To generate less restricted chromatin, e.g., to reduce DNA methylation, we included Tet1, which executes the first enzymatic steps during DNA de-methylation. To reduce H3K9me3, we employed JMJD2, a histone de-methylase acting on the repressive marks H3K9me3 and H3k36me3. To induce more receptive chromatin, we also tested simultaneous targeting with p300, a ubiquitous histone acetyltransferase. We found that although the targeting of these enzymes to the *Sox1* promoter alone only has minor effects on GFP and *Sox1* expression (Fig. 5a), p300 and Tet1 are able to significantly enlarge the responsive population when combined with dCas9-VP64 by two- and three-fold, respectively (Fig. 5b). Despite the observed differences in H3K9 trimethylation between Sox1-positive and -negative NPCs, the effect of targeting the enzymatically active domain of JMJD2 was not statistically significant.

**Fig. 5:**
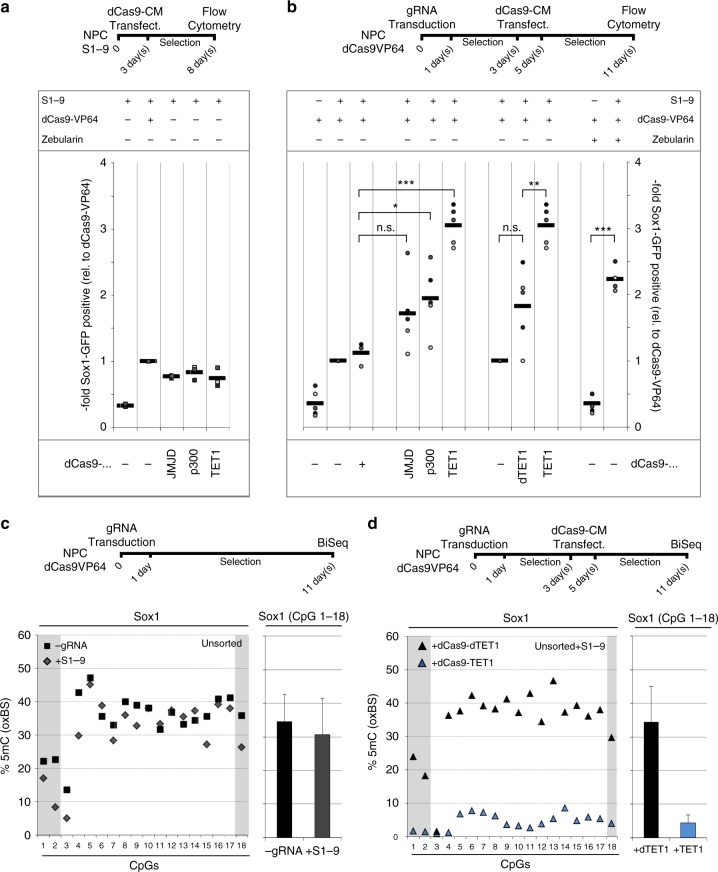
Targeted DNA demethylation lowers a barrier of *Sox1* induction. **a** Epigenetic editing alone has a minor effect on *Sox1* gene induction. NPCs stably expressing *Sox1*-targeting gRNAs (S1-9) were transfected with dCas9 tethered to VP64 or enzymatic domains of canonical chromatin modifying enzymes (JMJD2a, p300, Tet1). Flow cytometry revealed that none of the epigenome editing constructs superseded the effect of dCas9-VP64. Data and mean shown are derived from three biological replicates, performed on different days in different clonal lines. **b** Epigenetic engineering enhances the number of Sox1-positive NPCs. NPCs were transduced with gRNAs and subsequently transfected with different chromatin modifiers tethered to dCas9. Flow analysis reveals a significantly higher proportion of Sox1-positive cells when VP64 was combined with Tet1 or P300, respectively (but not JMJD2a), compared to combination with dCas9 only. In addition, the effect of the combination with Tet1 was significantly higher than the combination with its catalytically dead mutant dTet1 (data are shown as single biological replicates and mean; *p < 0.05; **p < 0.01; ***p < 0.005 calculated by two-sided Student’s *t*-test. *n* = between 3 and 5 biological replicates, generated and analyzed on separate days, in three different clonal lines). **c**, **d** Oxidative bisulfite sequencing reveals efficient de-methylation of the *Sox1* promoter by dCas9-Tet1. NPCs were transduced with gRNAs (S1-9) and either subsequently transfected with dCas9-Tet1 and dCas9-dTet1 or not. **c** Oxidative bisulfite sequencing after 11 days shows that on unsorted populations no change in the proportion of methylated CpGs is apparent between gRNA receiving and control cells provided that no dCas9-Tet1 is present. **d** However, dCas9-Tet1 transfection and selection lead to an efficient reduction of DNA methylation at the *Sox1* promoter. Furthermore, no demethylating effect of dCas9-dTet1 can be seen (data depict the means and standard error of the mean of NGS reads of at least *n* = 1000 individual sequences generated from four individual biological replicates generated and analyzed on separate days, in three different clonal lines)

In light of the observed DNA methylation changes correlating to *Sox1* induction (Fig. 4c), the effects of Tet1 caught our attention. We therefore tested whether dCas9-Tet1 targeting to the *Sox1* promoter had any effect on DNA methylation of the *Sox1* promoter. Indeed, in contrast to dCas9-VP64 alone (Fig. 5c), dCas9-Tet1 significantly decreased DNA methylation levels around the *Sox1* transcription start, even in unsorted populations (Fig. 5d). Since several publications indicate that Tet proteins can in certain cases directly influence transcription independently from DNA methylation^36^, we replicated the experimental setting but included an enzymatically compromised mutant of Tet1^37^. As shown in Fig. 5c, d and Supplementary Fig. 4c, d, the effect of targeted Tet1 on DNA methylation is largely dependent on its enzymatic activity. Furthermore, combining the catalytic mutant of Tet1 with VP64 led to a significantly lower number of GFP-positive cells than its wild type form (Fig. 5a, b), supporting the functional involvement of DNA modifications in this process. To further confirm the relevance of DNA methylation in the context of transcription factor-mediated *Sox1* induction and changes of cellular identity, we also applied Zebularine, a strong Dnmt inhibitor with limited toxicity^38^ in combination with dCas9-VP64 on the NPCs. As anticipated, neither Zebularine, dCas9-VP64 or gRNAs alone resulted in a significant number of *Sox1*^GFP^-positive cells; however, when used together, the induction was comparable to that triggered by the combination of dCas9-VP64 and dCas9-Tet1 (Fig. 5a, b).

To confirm that targeted DNA de-methylation has a functional impact on cell identity, we released NPC bulk populations from self-renewal in the presence or absence of dCas9-Tet1. Figure 6a, b shows that, even without pre-selection of *Sox1*^GFP^ positive cells, significantly more neuronal progeny are generated when both Tet1 and VP64 are targeted to the *Sox1* promoter, indicating that DNA methylation has a pronounced effect on the impact of a bound trans-activator and can serve as a robust barrier for cell identity changes (Supplementary Fig. 6e).

**Fig. 6:**
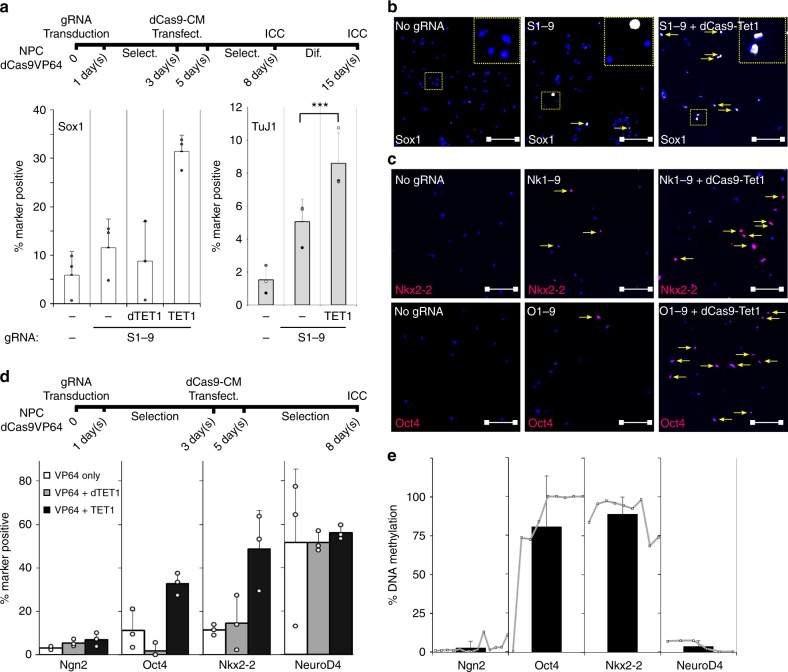
DNA methylation as a barrier to transcriptional engineering is not an exclusive feature of *Sox1*. **a**, **b** Combination of transcriptional engineering with epigenome editing increases the neuronal differentiation potency of NPCs. NPCs stably expressing dCas9-VP64 were transduced with *Sox1*-targeting gRNAs (S1-9) and subsequently transfected with dCas9-Tet1 or dCas9-dTet1. NPCs were stained for Sox1 or differentiated for 7 more days, respectively. Sox1 staining revealed a higher number of Sox1-positive cells when dCas9-VP64 is combined with dCas9-Tet1 but not with dCas9-dTet1. After differentiation, more cells differentiated into the neuronal lineage, as indicated by the higher Tuj1 positivity after epigenome editing compared to transcriptional editing alone. Data are shown as the mean and standard error of the mean of *n* = 3 biological replicates, performed on different days in different clonal lines. ***p < 0.005 calculated by two-sided Student’s t-test. Dashed yellow lines mark magnified areas; scale bar: 100 µm. **c**, **d** Activation of different master transcription factors reveals varying responsiveness to transcriptional engineering and sensitivity to DNA demethylation. NPCs expressing dCas9-VP64 were transfected with gRNAs (Ng1-9, Nk1-9, O1-9, Ne1-9) targeting different master transcription and reprogramming factors (*Ngn2*, *Nkx2-2*, *Oct4*, *NeuroD4*). Induction varied considerably between different targets, although three of four master transcription factor genes mostly resisted gene activation. Transfection of dCas9-Tet1 but not dCas9-dTet1 almost quintupled the cell population responsive to *Nkx2-2* transactivation and tripled that inducing *Oct4*. Data shown as the mean with standard error of the mean of *n* = 3 technical replicates; scale bar: 100 µm. **e** DNA methylation levels at master transcription factor promoters predict responsiveness to epigenome editing. Oxidative bisulfite sequencing was performed in NPCs to quantify DNA methylation levels at regions including the TSS of the tested master transcription factors. While the promoter of *Ngn2* and *NeuroD4* appear almost completely unmethylated, that of *Nkx2-2* and *Oct4* exhibit high methylation levels at the TSS. Data derived from two biological replicates are shown as the mean and standard error of the mean of all analyzed CpGs (*Ngn2*: 13, *Nkx2-2*: 8, *Oct4*: 9, *NeuroD4*: 6) inside a 100–300 bp region surrounding the TSS (for the genomic position see Supplementary Table 1); Dots show the methylation levels of single CpGs in analyzed loci

To test whether these findings are a peculiarity of *Sox1* or whether other linage factors would show similar behavior, we chose four master transcription factors for further investigation (*Ngn2*, *NeuroD4*, *Oct4* and *Nkx2-2*). While none of these factors are expressed in NPCs (Fig. 6c, d), only two contain high degrees of DNA methylation around their TSS (*Oct4* and *Nkx2-2*, Fig. 6e). As for *Sox1*, we used two gRNAs to target dCas9-VP64 in the vicinity of the respective TSS (Ng1-9, Ne1-9, O1-9, Nk1-9). Through immunocytochemistry we observed that only one of the master transcription factors, *NeuroD4*, is upregulated in a significant proportion of NPC cells (ca 50%) in response to transcriptional engineering; the other three remain silent in most cells. To investigate whether (as for *Sox1*) targeted de-methylation can break down a barrier of transactivation, we combined transcriptional engineering with epigenome editing. While dCas9-dTet1 has minimal effects, dCas9-Tet1 multiplies the proportion of responding cells (Fig. 6d), but only for those genes where DNA methylation was present (*Oct4* and *Nkx2-2*, Fig. 6e). *Ngn2* showed minimal response in either condition, indicating that different safeguarding mechanisms are operating at the *Ngn2* locus. Taken together, these data strongly suggest that DNA methylation, among other chromatin modifications, tightly controls *Sox1* (and other master transcription factor) induction and makes their genes insensitive even to potent transcriptional activators. However, manipulating these modifications accordingly can release the functional block and make cells undergo cell fate changes.

## Discussion

Here we show for several example master transcription factors, such as *Sox1*, *Nkx2-2* and *Oct4*, that the induction of developmental transcriptional programs must overcome functional barriers. These are constituted (at least in part) by chromatin features on the promoter of the master transcription factor itself. We found that some of these epigenetic features have the potential to decouple the effects of a bound transcription factor on the transcription of another (and thus play important roles in cell identity robustness). It is clearly evident that the targeted activation of transcription varies in the order of three to four magnitudes depending on the gene, but the molecular basis for this variation and to what extent cellular or experimental heterogeneity might contribute are currently unknown.

Here, we use transcriptional engineering of the widely used neuro-epithelial marker Sox1 to increase the potency of neural progenitor cells. In line with our results, *Sox1* overexpression in vivo has been shown to bias neural progenitors to neuronal commitment, while progenitors from *Sox1*-deficient mice generate fewer neurons^19^. Thus far, few examples have been reported in which cell identity could be manipulated using the transcriptional activation of an endogenous gene^5,10,39^. We find that with transcriptional engineering strong Sox1 protein induction can be achieved but that only small subsets of cells are able to respond to the transactivation signal. This is to our knowledge the first study examining the sources of heterogeneity in cellular responses during transcriptional editing, separating experimental from biological heterogeneity. Due to the widespread use of over-expressing exogenous gene copies in cellular reprogramming models, the concept of cell identity barriers has mainly concentrated on the targets of reprogramming factors^40,41^.

Here, we investigated instead the chromatin processes interfering with the activation of an endogenous master transcription factor, thereby protecting the existing cell identity. For this we employed epigenome editing, a technique with numerous applications whose effectiveness along the lines of cell identity has recently been demonstrated on an enhancer element of the muscle reprogramming factor *MyoD*^42^. In contrast to this and other publications employing dCas9-Tet1, DNA de-methylation alone had limited impact on transcription of *Sox1*. Only when additional transcriptional stimuli were applied, absence or presence of DNA methylation really made a significant difference. If this is as common among master transcription factors, as our data indicates, it could solve the paradox that although DNA methylation is needed for development, repressed developmental genes are rarely activated when DNA methylation is eliminated^39,43^.

With this approach, we were able to separate cause from consequence and investigate, which chromatin features functionally interfere with the consequence of a bound trans-activator. Although our results suggest that several tested chromatin processes might form an intrinsic barrier against cellular conversion (and the reduction of individual features might not be fully penetrant), we concentrated further on DNA methylation for three main reasons: firstly, we found the significant reduction of DNA methylation around the *Sox1* transcription start site promoter in responsive NPCs. Secondly, critical roles for DNA methylation during neural cell fate choices, in particular in glial vs. neuronal commitment, have been suggested^35,44^. Thirdly, we were able to reproduce the effects of the DNA de-methylase Tet1 with a fully independent approach, applying an inhibitor of DNA methyltransferases. Importantly, we could detect similar principles when activating *Oct4* and *Nkx2-2*, showing that the observed effects are not unique to *Sox1* and have broader implications.

How DNA methylation might interfere with the cellular ability to respond to trans-activation remains elusive; however, many neural (and ubiquitous) transcription factors are predicted to bind sites in the *Sox1* promoter^45^, some of which repeatedly overlap CpG sites (Fig. 4c). Several of these factors, including E2F-1^46^, Sp1^47^ and YY1^48^ have been reported to bind their DNA motive in a methylation-sensitive manner and/or play important roles during neurulation^49^ and neurogenesis^50^. Moreover YY1 and YY1, Sp1 and E2F-1 motifs are also occurring at the *Nkx2-2* and *Oct4* promoter respectively. However, other factors and DNA motifs could be equally relevant in this context.

It is currently unclear how many of the myriad of individual chromatin features have functional roles, but it is not unlikely that many of those are only relevant when new conditions arise, may these be local (a new transcription factor binding event) or global (cellular identity changes). We show that transcriptional engineering and epigenetic editing can be combined to investigate such conditional causalities, paving the way to comprehending the complex interplay between transcription factor binding and effects, chromatin features and barriers, as well as cellular identity and heterogeneity.

## Methods

### dCas9 plasmid generation

To generate expression plasmids and/or lentiviral vectors containing dCas9 fusion proteins, first a hygromycin resistance cassette was added to pMLM3705 (Addgene plasmid 47754) by cutting with SgrDI (Thermo Scientific, ER2031) and MluI (Thermo Scientific, ER0561). The cassette was amplified from Addgene Plasmid 41721 using the primers Hygro_1fwd and Hygro_1rev and a SV40 polyadenylation sequence from the Addgene Plasmid 13820 using primers Hygro_2fwd and Hygro_2rev. Inserts and backbone were mixed in molar ratios of 3:3:1 and combined with Gibson assembly Mastermix (NEB, E2611S) for 30 min at 50 °C to generate dCas9-VP64-Hygro. To introduce chromatin modifying domains (Tet1, P300, JMJD2a), dCas9-VP64-Hygro was cut with PstI (NEB, R3140S) and PmeI (NEB, R0560S) and chromatin modifier domains were amplified from available templates listed in supplementary table 2. Inserts and backbones were mixed in molar ratios of 3:1 in a Gibson assembly reaction. The catalytic mutant of Tet1 (dTet1) was generated from dCas9-Tet1-Hygro by mutagenesis PCR. For the construction of the lentiviral dCas9-VP64-T2A-Blast plasmid, the plenti-dCas9-VP64-Blast (Addgene Plasmid 61425) was digested with BsiWI (NEB, R3553S) and BsrGI (NEB, R0575S). The dCas9-VP64 version from the dCas9-VP64-Hygro plasmid was amplified using dCas9-lenti-T2A-puro_fwd and dCas9-lenti-T2A-puro_rev. Backbone and insert were gel-purified and mixed in a molar ratio of 1:3 in a Gibson assembly reaction. All used primers can be found in supplementary table 1.

### gRNA design and plasmid generation

gRNA targeting sequences were designed using a free online platform (www.benchling.com) that employs a published algorithm for gRNA binding efficiency^51^. Specificity scores above 40 were set as requirements, and only sequences with a 5’G were considered in order to fit the requirements of the human U6 promoter. gRNA sequences were designed in the region starting 250 bp upstream of the transcription start site (TSS) up to the TSS. For the STAgR constructs, the gRNAs of each pair were required to be at least 100 bp apart to avoid spatial hindrance. STAgR plasmids were generated using the protocol provided by Breunig et al., 2018^24^. For lentiviral gRNA plasmids, the vector pLKO.1 (Addgene plasmid 10878) was modified as described in Koeferle et al.^52^. For subcloning of STAgR constructs into the modified pLKO1 backbone, the gRNA cassettes were amplified by PCR using the amp_gRNA_pLKO_fwd and amp_gRNA_rev primers. 25 μl Phusion High-Fidelity PCR Master Mix with HF Buffer (NEB, M0531S), 0.5 μl of each primer (100 μM), 1 ng template in a total reaction volume of 50 μl. The backbone was digested with AgeI-HF (NEB, R3552S). Insert and backbone were gel-purified and mixed in a molar ratio of 3:1, and 2.5 µl of the mix were incubated in 2.5 µl 2x Gibson Mastermix for 30 min at 50 °C. For cloning of single gRNAs into the lentiviral backbone, gRNA sequences were ordered as strings (see Supplementary Table 3). Strings were amplified using the libgen_fwd and libgen_rev primers. The PCR mix contained 0.1 ng DNA template, 25 µl 2x Phusion High-Fidelity PCR Master Mix with HF Buffer, 0.5 µl of each primer (100 µM), in a total reaction volume of 50 µl. The backbone was digested with AgeI-HF. Insert and backbone were gel-purified and mixed in a molar ratio of 3:1, and 2.5 µl of the mix were incubated in 2.5 µl 2x Gibson Mastermix for 30 min at 50 °C. Transformation, PCR and plasmid preparations were done according to routine laboratory practice. gRNA sequences are listed in Supplementary Table 3.

### Cell culture, transfections and viral transductions

Murine *Sox1*^GFP^ NPCs, NSCs and NRs were derived from *Sox1*^GFP^ ESCs (gift from Austin Smith) as described^53^) and cultured in NeuroCult^TM^ Proliferation kit (mouse, Stemcell Technologies, Catalog #05702) media. For expansion of NPCs the media was supplemented with 10 ng ml^−1^ human recombinant bFGF (Stemcell Technologies, Catalog # 78003), 20 ng ml^−1^ human recombinant EGF (Stemcell Technologies, Catalog #78006) and 1 µg ml^−1^ Laminin (Sigma, L2020). Cells were grown in a monolayer in Laminin coated cell culture dishes at 37 °C and 5% CO_2_. For the establishment of clonal dCas9-VP64 expressing cell lines, 300000 cells were seeded into 6-well plates. In total 2.5 µl Lentivirus were added to the medium. After 3 days, selection with 8 µg ml^−1^ Blasticidin S (ThermoFisher, R21001) was started and kept throughout the duration of experiments. After seven days, resistant cells were seeded as single cells in 96-well plates. Clones were expanded and dCas9 expression verified by qPCR and western blot. For transfections, 350000 cells were plated into six-well plates and 2 µg or 3.2 µg of STAgR plasmid and/or dCas9 expression plasmid respectively were transfected using Lipofectamin® 2000 (ThermoFisher Scientific, 11668027) according to the manufacturer’s protocol. dCas9 expression from plasmids was selected with 150 µg ml^−1^ Hygromycin B (ThermoFisher, 10687010). For transduction of gRNAs, 250000 cells were plated into T25 cell culture flasks. A volume of lentivirus equivalent to 1 × 10^6^ particles was added to the medium. To select for gRNA expression, 0.08 µg ml^−1^ Puromycin (ThermoFisher, A1113803) was added to the medium. qPCR primer and antibodies are listed in Supplementary Table 4 and 5.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Source Data

## Data Availability

Raw Sequencing data is publicly available at GEO under accession number GSE119480 (RNAseq) and at SRA under accession numbers PRJNA490128, PRJNA522700, and PRJNA522707 (Bisulfite and oxidative Bisulfite Sequencing). Raw Data underlying all Figures are provided as a Source Data File. All relevant data can also be inquired from the authors.

# Supplementary material for: Targeted removal of epigenetic barriers during transcriptional reprogramming
**Source:** Nat Commun. 2019 May 9;10:2119. doi: 10.1038/s41467-019-10146-8
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

n.A.

Data analysis

Data was analysed using RStudio

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Raw Sequencing data is available under accession numbers GSE119480 (RNAseq) and PRJNA490128, PRJNA522700, and PRJNA522707 (Bisulfite and oxidative Bisulfite Sequencing). Raw Data underlying all Figures are provided as a Source Data File. All relevant data can also be inquired from the authors.

### Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculation was performed beforehand. Sample sizes were chosen according to established practice in the field. |
| Data exclusions | No data point has been excluded.                                                                                              |
| Replication     | For reproducibility biological replicates were performed on different days and different clonal cell lines.                   |
| Randomization   | n/a                                                                                                                           |
| Blinding        | n/a                                                                                                                           |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                           | Methods                             |                                                    |
|-------------------------------------|-----------------------------------------------------------|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                                     | n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines | <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |                                     |                                                    |

## Antibodies

|                 |                                                          |
|-----------------|----------------------------------------------------------|
| Antibodies used | see Supplementary Table 5                                |
| Validation      | only commercial and validated antibodies have been used. |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | NPCs have been derived from Sox1-GFP ESCs (Prof.Austin Smith).                                 |
| Authentication                                                       | Genotype have been authenticated (PCR), dCas9 clones have been authenticated (Immunoblot, PCR) |
| Mycoplasma contamination                                             | Cells were not tested for Mycoplasma                                                           |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | no commonly misidentified lines have been used                                                 |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

Detachment (Accutase) and stained for viability dye as described in the Methods

Instrument

FACS Aria III (Becton Dickinson)

Software

FloJo X 10.0.7r2

Cell population abundance

Sorting has been performed under "purity" setting.

Gating strategy

FSC-A vs FSC-W (singlets), FSC-A vs SSC-A (debris exclusion), FSC-A vs 660-20 (live cells)

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

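RNA was sequenced from 4 groups of mouse cells with 3 biological replicates each. These were NPC, NPC(+) with the *Sox1* promoter targeted by dCas9-VP64 and the *Sox1* GFP reporter on, the libraries labelled NSC and the libraries labelled NR. Samples were mapped to groups and replicates by the titles and descriptions in their labels and by the legend of Fig. 2b. The labels give NPC and NSC as not sorted, and the text of the paper describes sorting for the NPC comparison. The paper's methods state that lines expressing dCas9-VP64 were grown from single cells, and its reporting summary states that replicates were made on different days with different clonal lines. Which lines gave the NPC and the NPC(+) libraries is not stated.

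The authors isolated RNA with the PicoPure kit, amplified it with SMART-Seq and deposited the reads they had counted per gene as raw counts, without normalization. The deposited counts cover 45706 Ensembl genes in 12 columns, all of which were used. The aligner, the counting program, the strand setting, the genome build, the annotation and any read filter are not named in the text of the paper, so how reads shared by overlapping or similar genes were assigned is not known. Symbols, coordinates, GC content and gene lengths were taken from GENCODE for GRCm38. The 563 genes without a symbol held 0.124% of the counts. The Supplementary Information of the paper was not used here.

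Depth differed between groups, and the median total of the libraries labelled NSC was 5.33 times that of NPC(+). Between 17065 and 18844 genes had a count in an NPC(+) library and between 17607 and 20949 in an NPC library, against 23650 to 26002 in the libraries labelled NSC and 24067 to 26878 in those labelled NR. A group whose libraries all had 3 counts or fewer for a gene was treated as at the floor, and a fold change against it is given as a lower bound.

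Tests ran in edgeR 4.0.16 with limma 3.58.1 under R 4.3.3, with DESeq2 1.42.0 as an alternative. Tables and figures were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Counts were scaled by TMM, genes were kept by filterByExpr with the 4 groups, and glmQLFit and glmQLFTest were run over all 12 libraries with no block, with a prior count of 0.125 in the log2 fold change and of 2 in log2 CPM. P values were adjusted by the method of Benjamini and Hochberg over 17003 genes. Standard errors were computed as the log2 fold change divided by the square root of F. The replicate numbers of the labels were used as a block in an alternative, because all groups carry numbers 1 to 3. No label says that libraries with the same number were prepared together.

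A gene of NPC(+) counted as shared with the libraries labelled NSC or NR at an adjusted p under 0.1 and the same direction, since the paper gives no fold threshold for them. Random lists were drawn 10000 times from 20 bins of mean expression. Gene sets were tested with limma's camera at an inter-gene correlation of 0.01 and an adjusted p under 0.05. Genes named in the text are those the paper names for these data or stains elsewhere, the genes of Fig. 2b as a list, genes of DNA methylation, and the 5 largest rises and 5 largest falls in NPC(+) among called genes whose replicates do not overlap. One gene of the paper's text is not reported here. Chromosome shifts are medians over genes with a mean above 3 log2 CPM, relative to the median of all such genes. They were taken per chromosome and in windows of 10 Mb with at least 15 genes.

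The calls were tested on simulated data with 17003 genes, of which 200 were changed by a log2 fold change of 3. Of the rises 100% and of the falls 100% were called, with 0 false calls. The changed genes were drawn only from genes well expressed in NPC. Most genes called higher in NPC(+) are low in NPC, and the simulation does not cover the calling of such genes. The projection behind the shift toward the libraries labelled NSC and NR was tested on simulated data as well. Groupings, tests, thresholds, 10 gene sets and the alternatives were set before the data were examined. The alternatives were DESeq2's Wald test, DESeq2 size factors, upper-quartile scaling, other filters and prior counts, the block, fits of only the groups compared, other fold and p thresholds, glmTreat, NPC replicates not shared between comparisons, Spearman's rho and the omission of each replicate. Thinning of every library to the smallest total of 3407066 counts, random lists matched on expression in NPC, pairing by replicate number for the shift and the correlation of fold changes, 2 gene sets and the windows along chromosomes were added after seeing the data.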

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

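Chosen only after the result was seen were all tests of the chromosome 3 segments, the random gene sets for chromosome 16, the tests of scaling and of sorting for the gene sets, and the exchange of the names NSC and NR.

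A stretch of chromosome 3 stood out in data that the paper does not discuss. In NPC(+) against NPC, 7 of 220 windows of 10 Mb moved by more than 0.5 on the log2 scale, and 5 of the 7 lay on chromosome 3. The others were one on chromosome 16 (from 50 to 60 Mb, shift -0.51) and one on chromosome X (from 20 to 30 Mb, shift 0.64). Under this limit, the neighbouring windows of chromosome 2 from 100 to 140 Mb were lower in NPC(+) as well. In order along the chromosome their shifts were -0.33, -0.43, -0.30 and -0.48. In the libraries labelled NSC they were -0.48, -0.35, -0.13 and -0.37, and in those labelled NR -0.58, -0.14, 0.019 and -0.52. This stretch was not tested further. From 80 to 100 Mb of chromosome 3 the median of 148 expressed genes was higher in NPC(+) by a log2 shift of 0.89, or 1.85-fold, and 87.8% of the genes lay above the median of all genes. From 130 to 160 Mb the median of 68 genes was lower by a shift of -0.62, or to 0.652 of the level, and 86.8% lay under it. In the libraries labelled NSC and NR the first segment was lower than in NPC instead (shifts -0.24 and -0.26), and the median of the second moved little (-0.10 and -0.11). The windows of the second segment moved in opposite directions there. In the same order, the shifts were -0.48 and -0.31 from 130 to 140 Mb and -0.26 and -0.29 from 140 to 150 Mb. From 150 to 160 Mb they were 0.25 and 0.35. In none of 1000 genomes with shuffled genes (0 of 1000) did any run of as many neighbouring genes shift as far as the first segment, nor as far as the second (0 of 1000). With libraries thinned to the same depth the shifts were 0.87 and -0.58, and after a loess correction for GC content and gene length they were 0.84 and -0.53. Over the genes not called more than 4-fold they were 0.85 and -0.61, from 144 of 148 and 67 of 68 genes. Removing so few genes could hardly move a median. The 87.8% and 86.8% of genes on the same side argue against a few strongly changed genes as the source of these medians. The smallest shifts over the 9 pairs of an NPC(+) and an NPC library were 0.85 and -0.51. A candidate explanation is a difference in copy number of these segments between the cells of the NPC and the NPC(+) libraries, which no DNA data tested, and which different clonal lines would share only if it arose before they were separated. Regulation of the whole segment is another hypothesis that was not tested. The first segment held 29 of the 658 genes higher in NPC(+), 4.41% of them against 1.68% of all genes tested. *Nes* lies in it, and its log2 fold change exceeded the median of the 73 other expressed genes of its window by 0.76. *Tet2*, which fell by 0.996, lies in the second, where the 28 other genes of its window fell by a median of 0.70.

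Genes of chromosome 16 were lower in NPC(+) as a whole, another signal in genes that the paper does not discuss. Their shift was -0.37 over 311 genes, of which 80.7% lay under the median of all genes, while the other chromosomes lay between -0.23 and 0.21. Among 10000 random gene sets 0 shifted as far. The shift was -0.38 in thinned libraries and -0.39 after the correction for GC content and length. It was at least as low as -0.34 in each of 3 parts of the chromosome and at least as low as -0.36 in each of the 9 pairs of libraries. Depth, GC content, a single region and a single library thus left the shift in place. Against NPC the chromosome was shifted by 0.050 in the libraries labelled NSC and by 0.065 in those labelled NR, so NPC(+) alone departs. A candidate explanation is the loss of a chromosome 16 copy in part of the cells of NPC(+), which no DNA data tested.

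Among the 10 gene sets, 2 passed an adjusted p of 0.05 in limma's camera test in NPC(+) against NPC, and both were chosen here and not by the paper. Interferon response genes had a median log2 fold change of 0.76, with 21 of 36 genes higher (adjusted p = 0.0331, Benjamini-Hochberg), and all 3 NPC(+) samples lay above all 3 NPC samples. With the block the median was 0.96 (adjusted p = 0.0126, range over the alternatives 0.0126 to 0.854). After correction for GC content and length the median was 0.76, after subtraction of each chromosome's median 0.78 and with DESeq2 size factors 0.79. With replicates left out in turn the median ran from 0.31 to 0.79, with an adjusted p of at most 0.108 in limma's camera test. The check at equal depth is void, because only 21 of the 36 genes remained in thinned libraries (median 0.39). Between the libraries labelled NR, sorted by their labels, and those labelled NSC, not sorted by theirs, the same genes differed by 0.78, so the pattern cannot be told apart from sorting. For this and the next 3 gene sets the direction of that test is itself uncertain, because *Sox1* is lower in the libraries labelled NR and the names NSC and NR are in doubt. A response to lentiviral delivery may explain the pattern if the NPC libraries had no gRNAs, which is not stated, and 0 sets passed under 4 of the alternatives. Against NPC the interferon genes had a median of 3.79 in the libraries labelled NSC, with 32 of 36 higher. In those labelled NR it was 4.55, with 33 of 36 higher. A move toward the stem cell libraries is therefore a hypothesis here too.

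Mesenchymal and extracellular matrix genes had a median log2 fold change of 0.49, with 23 of 33 higher (adjusted p = 0.0331 in limma's camera test with Benjamini-Hochberg adjustment) and all 3 NPC(+) samples above all 3 NPC samples. The block gave 0.65 (adjusted p = 0.0126, range over the alternatives 0.0126 to 0.754). The median was 0.52 in thinned libraries, 0.39 after correction for GC content and length, 0.48 after subtraction of each chromosome's median and 0.52 with DESeq2 size factors. The libraries labelled NR exceeded those labelled NSC by 0.24, so the pattern cannot be told apart from sorting. A move toward the stem cell libraries is a hypothesis, since these genes had a median of 5.52 in those labelled NSC and 5.97 in those labelled NR against NPC.

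A further 2 gene sets were written after the list of changed genes had been seen, so their p values show no independent evidence. Genes of the integrated stress response under ATF4 had a median log2 fold change of -1.39 in NPC(+), with 0 of 38 higher and 37 of 38 at an adjusted p under 0.1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 3 NPC(+) samples lay under all 3 NPC samples, and the block gave -1.39. The median was -1.34 in thinned libraries, -1.47 after correction for GC content and length, -1.34 after subtraction of each chromosome's median and -1.36 with DESeq2 size factors. The libraries labelled NR exceeded those labelled NSC by 0.39, and the pattern cannot be told apart from sorting. A lower stress response in NPC(+), or a higher one in the NPC cultures at harvest, may explain it. The same genes were lower than NPC in the libraries labelled NSC (-2.09) and NR (-1.76).

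Genes of sterol synthesis under SREBP had a median log2 fold change of 1.18 in NPC(+), with 27 of 30 higher and all 3 NPC(+) samples above all 3 NPC samples. The block gave 1.18. The median was 1.19 in thinned libraries, 1.12 after correction for GC content and length, 1.199 after subtraction of each chromosome's median and 1.21 with DESeq2 size factors. Between the libraries labelled NR and NSC it was -0.21, which again cannot exclude an effect of sorting on NPCs. A difference in culture medium or density at harvest might explain it as well as the induction of *Sox1*, and the medians against NPC were 0.45 in the libraries labelled NSC, with 23 of 30 genes higher, and 0.14 in those labelled NR.

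*Vim* and *Pax6* differed between the groups of stem cell libraries, with opposite directions against NPC. Against NPC the log2 fold change of *Vim* was 0.36 in the libraries labelled NSC and -0.33 in those labelled NR, a difference of -0.69 (adjusted p = 0.00175 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The changes of *Vim* against NPC were less firm (adjusted p = 0.0424 and 0.0575, same test). They passed an adjusted p of 0.1 under 13 and 9 of 15 alternatives, and kept their directions in all. For *Pax6* the log2 fold changes against NPC were 0.97 and -0.77, a difference of -1.74 (adjusted p = 1.81e-05, same test). Each group has 3 replicates. With the block the differences were -0.69 and -1.77. If the names NSC and NR are exchanged between the deposited table and Fig. 2c, the mean absolute difference of 15 genes from the figure falls to 0.0522, so which culture holds more of both genes depends on names that the data cannot settle.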

How the results depend on the processing

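Thinning to equal depth and the pairing of the shift and of r were chosen only after results were seen, and the other alternatives beforehand. In each comparison more genes were higher than lower under every alternative, except that with at least 10 counts in every library more were lower in the libraries labelled NSC and NR than in NPC. The numbers themselves moved widely. With each replicate left out in turn, the genes higher in NPC(+) than in NPC numbered 615 to 691 and the genes lower 308 to 360. Those higher in the libraries labelled NSC numbered 3064 to 3420 and those lower 1013 to 1074. For the libraries labelled NR they numbered 3742 to 4077 and 1053 to 1158. Between these libraries, 1168 to 1474 were higher and 16 to 110 lower in those labelled NR. More than 10-fold higher in NPC(+) were 232 to 286.

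Asking for at least 10 counts in every library left 84 genes higher and 72 lower in NPC(+), 457 and 501 in the libraries labelled NSC, 475 and 496 in those labelled NR, 75 and 0 between these libraries (0 also at an unadjusted p under 0.05), and 7 genes more than 10-fold higher in NPC(+). The NPC(+) libraries were the smallest. Thinned to the smallest total, the libraries gave 397 genes higher and 213 lower in NPC(+), 1987 higher in those labelled NSC, 2206 higher in those labelled NR, 652 higher in the libraries labelled NR than in those labelled NSC and 135 more than 10-fold higher in NPC(+). Fits of only the groups compared gave 309 higher, 188 lower and 91 more than 10-fold higher genes in NPC(+). Testing against a 4-fold change with glmTreat gave 117 higher, 85 lower and 93 more than 10-fold higher in NPC(+), 660 lower in the libraries labelled NSC, and 727 higher and 1 lower in the libraries labelled NR than in those labelled NSC. A fold change over 2 gave 1561 higher and 1088 lower in NPC(+), 4894 and 2909 in the libraries labelled NSC, 2934 lower in those labelled NR, and 2362 and 936 between these libraries. It gives no number of genes over 10-fold. Without a filter on low counts, 2306 genes were higher and 112 lower in the libraries labelled NR than in those labelled NSC. A prior count of 2 gave 8 lower genes there and 102 genes more than 10-fold higher in NPC(+). The cause of these moves was not tested.

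Blocked by replicate number, 685 genes were higher and 331 lower in NPC(+), within 1.5 times the numbers without it, as were the block numbers of the other comparisons. Paired by replicate number, an alternative chosen after results were seen, r was 0.317 for the libraries labelled NSC and 0.273 for those labelled NR, and the shift 17.6% and 12.9%, with 13.8%, 18.3% and 20.7% and with 8.59%, 13.8% and 16.3% for replicates 1 to 3. No paired analysis was possible because replicates of one group share no number, for the correlation of replicates.

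Shares of genes changed the same way are given next, and the share over all genes tested was not recomputed for each alternative. Left out in turn, replicates moved the share of higher genes from 68.8% to 74.5% for the libraries labelled NSC, from 71.0% to 74.9% for NR and from 74.8% to 78.8% for either, and the share of lower genes from 59.4% to 62.3%, from 54.8% to 57.5% and from 64.3% to 67.3%. In the order NSC, NR and either, the shares of higher genes were 68.3%, 69.0% and 72.8% without a filter, 71.5%, 68.9% and 75.1% in fits of only the groups compared, 64.4%, 63.7% and 69.6% for a fold change over 2 in NPC(+), 63.5%, 65.3% and 69.8% for a fold change over 4 in both, and 81.0%, 82.5% and 85.3% with different NPC replicates in the comparisons, where no adjusted p is used and the shares over all genes tested were 55.9%, 55.9% and 62.3%. The shares of lower genes were 79.2%, 86.1% and 88.9% with at least 10 counts, 76.1%, 72.3% and 80.9% in fits of only the groups compared, 68.0%, 64.1% and 72.4% for a fold change over 2 in NPC(+), 40.1%, 35.2% and 43.7% for a fold change over 4 in both, and 66.4%, 60.4% and 70.1% with different NPC replicates, against 44.1%, 44.1% and 50.5% over all genes tested. For the libraries labelled NR the share of lower genes was 61.3% with a prior count of 2 and 60.1% in thinned libraries. Why they moved was not tested. The number among the top 100 stayed within 1.5 times 83 under all 24 alternatives, with 80 to 85 when replicates were left out. Of the Fig. 2b genes 72 to 76 were higher in either when replicates were left out, and 19 with at least 10 counts in every library. That filter left 84 genes called higher in NPC(+), of which 82.1% were higher in either. How many Fig. 2b genes it left was not counted, so the 19 gives no share of the list.

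Pearson's r of NPC(+) with the libraries labelled NSC was 0.228 to 0.421 when replicates were left out, 0.361 without a filter, 0.387 with at least 10 counts and 0.362 in thinned libraries. For those labelled NR it was 0.162 to 0.372, 0.304, 0.384 and 0.321 in the same order, 0.291 with a prior count of 5 and 0.3005 as Spearman's rho. The shift toward the libraries labelled NSC was 15.0% to 17.1% when replicates were left out and 20.3% with at least 10 counts, and toward those labelled NR 10.4% to 12.5% and 20.2%. The lowest correlation of replicates was 0.974 to 0.979 when replicates were left out, 0.962 with a prior count of 0.5, 0.981 without a filter and 0.959 in thinned libraries. The cause was not tested.

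Of the 10 gene sets 2 passed, and 1 to 3 when replicates were left out. None passed (0) with the inter-gene correlation estimated from the data, with at least 10 counts, with DESeq2 size factors or in thinned libraries, where 0, 3, 4 and 3 sets had an unadjusted p under 0.05. Medians near zero changed direction, and so did that of Hox genes, which was 0.34. For imprinted genes the median was 0.023 with the block, 0.038 with at least 10 counts, 6.48e-04 with DESeq2 size factors, 0.065 in thinned libraries and -0.024 to 0.023 when replicates were left out. For germline genes it was 0.20 with the block, 0.00416 with at least 10 counts, 0 in thinned libraries and -0.88 to 0.081 when replicates were left out. It was -0.24 for Hox genes with at least 10 counts, and for immediate early genes -0.023 in thinned libraries and -0.087 to 0.18 when replicates were left out. None of these values passed the threshold, although Hox genes did without NPC replicate 3.

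Among single genes, directions changed where the change was small or the counts low. In NPC(+) *Prom1* had -0.57 in thinned libraries and -0.21 to 0.45 when replicates were left out, *Slc17a7* -0.058 and -0.24 to 1.17, *Actc1* -0.16 with the block and -1.42 to 0.56, and *Dnmt3b* -0.027 to 0.053. *Neurod1* in the libraries labelled NSC had 0.0082 with DESeq2's Wald test, 0.014 with its size factors, 0.0089 with upper-quartile scaling, 0.055 without a filter, 0.056 with at least 10 counts, 0.19 in thinned libraries and -0.14 to 0.038 when replicates were left out. *Areg* there had 0.11 with DESeq2's Wald test, 0.012 with its size factors, 0.011 with upper-quartile scaling, 0.036 without a filter, 0.044 with the block and -0.49 to 5.34 when replicates were left out, and in the libraries labelled NR -1.69 to 4.18. The highest values came without NPC replicate 1, where NPC has 0 counts of *Areg*, and measure no rise. For the others the cause was not tested. Over single genes and gene sets 1217 values kept direction and side of the threshold, 43 changed direction, 39 were weaker and 20 stronger.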

Differences from the paper's values

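For the genes higher in NPC(+) than in NPC, 658 were called here and the paper reports 1060. Of the 17 alternatives set before the data were examined, no filter on low counts (813 genes) and a fold change over 2 (1561 genes) fell within 1.5 times the paper's number, and the other 15 gave 84 to 705 genes. Thinned libraries, chosen after seeing the data, gave 397. DESeq2's Wald test, the kind of test the paper names, gave 690. It was run only on the genes kept by filterByExpr and with DESeq2's own independent filtering turned off. Whether that test with another filter gives the paper's number was not tried.

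Log2 fold changes against NPC were compared with Fig. 2c for 15 genes. In NPC(+) 0 of 15 differed by more than the larger of the standard deviation of the replicates and the error of reading. In the libraries labelled NSC 13 of 15 differed, and in those labelled NR 12 of 15. *Nnat* had 7.53 in the libraries labelled NSC and 6.52 in those labelled NR, against the paper's about 6.6 and about 7.6 (Fig. 2c, read by eye). *Nuak2* had 7.81 in the libraries labelled NSC and 6.598 in those labelled NR, against the paper's about 6.7 and about 7.9 (Fig. 2c, read by eye). *Dll4* had 2.17 in the libraries labelled NSC and 1.15 in those labelled NR, against the paper's about 1.2 and about 2.2 (Fig. 2c, read by eye). *Fgf13* had 4.59 in the libraries labelled NSC and 4.07 in those labelled NR, against the paper's about 4.1 and about 4.6 (Fig. 2c, read by eye). *Dcx* had 6.01 in the libraries labelled NSC and 4.66 in those labelled NR, against the paper's about 4.7 and about 6 (Fig. 2c, read by eye). *Neurl1a* had 1.38 in the libraries labelled NSC and 3.37 in those labelled NR, against the paper's about 3.4 and about 1.4 (Fig. 2c, read by eye). *Sox1* had 3.37 in the libraries labelled NSC and 1.48 in those labelled NR, against the paper's about 1.5 and about 3.4 (Fig. 2c, read by eye).

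*Nes* had 2.42 in the libraries labelled NSC and 0.90 in those labelled NR, against the paper's about 0.9 and about 2.4 (Fig. 2c, read by eye). *Neurod1* had -0.028 in the libraries labelled NSC and -0.94 in those labelled NR, against the paper's about -0.9 and about 0 (Fig. 2c, read by eye). *Vim* had 0.36 in the libraries labelled NSC and -0.33 in those labelled NR, against the paper's about -0.2 and about 0.4 (Fig. 2c, read by eye). *Pax6* had 0.97 in the libraries labelled NSC and -0.77 in those labelled NR, against the paper's about -0.7 and about 1 (Fig. 2c, read by eye). *Sox2* had -0.72 in the libraries labelled NSC and -1.17 in those labelled NR, against the paper's about -1.1 and about -0.6 (Fig. 2c, read by eye). *Igf2* had 7.13 in the libraries labelled NSC against the paper's about 7.3 (Fig. 2c, read by eye).

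For *Igf2* 7 of the 13 alternatives set before the data were examined came within the error, namely DESeq2's Wald test, DESeq2 size factors, upper-quartile scaling, no filter on low counts and the omission of NPC replicate 2, NPC replicate 3 or NSC replicate 1. For *Fgf13* in the libraries labelled NR 1 of 13 did, the omission of NPC replicate 1. For each of the other values none of the alternatives (13 or 14 per gene) closed the gap.

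The paper places Nestin among the transcripts induced over its fold threshold, and *Nes* was 2.53-fold higher here. In NPC(+) 0 of the 15 genes read from Fig. 2c, *Nes* among them, differed from the values here. The gap for *Nes* thus lies between the paper's sentence and its figure. It describes the genes it names for neural stem cell functions as higher in early neural stem cells, whereas *Areg* was not, with log2 fold changes of -0.04 and -1.20 in the libraries labelled NSC and NR. At these levels, under the floor in NPC, a rise of *Areg* was not measurable. Of the genes shown in Fig. 2b as the most significantly induced, 48 were among the 100 with the smallest p here.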

Other observations

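Chosen only after the result was seen were the other splits of the samples, the lists matched on expression in NPC, the exchange of the names NSC and NR with its scaling test, the random gene sets for chromosome 12 and the depth test of the Y chromosome. The tests of chromosome 12 for depth, GC content, region and single libraries, of pluripotency genes and of DNA replication genes were written down before their results were seen.

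The libraries of each comparison can be split into 3 against 3 in 10 ways, of which 4 part every same-numbered pair. For the genes higher in NPC(+) than in NPC, for those lower, for those higher in the libraries labelled NSC and lower in them, for those higher in the libraries labelled NR and lower in them, for both directions between these libraries, for the genes more than 10-fold higher in NPC(+) and for the gene set tests, 1 of the 4 splits gave a result as large, the real one. A share of 1 in 4 is the smallest that these splits allow, so they cannot exclude chance. In the other 9 splits of each comparison 0 genes were called, except for 1 gene in a split of the libraries labelled NR and NSC that parts 1 pair. At an unadjusted p under 0.05 and a fold change over 4 the other splits gave between 68 and 170 genes for NPC and NPC(+), against 998 in the real split. Gene sets past the threshold in these splits numbered 1 in one that parts 3 pairs and 1 and 2 in others that part 1 pair, so 2 sets are no more than another split gave.

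Most genes higher in NPC(+) are low in NPC, and genes that are low in one group tend to be higher in others. Among 10000 random lists matched on expression in NPC, 8 held as high a share of genes higher in the libraries labelled NSC or NR as the 80.7% of the called genes, with a mean of 76.4%. For the libraries labelled NSC alone, 0 lists held as high a share as the 76.7% found, with a mean of 66.1%. For those labelled NR, 4 lists held as high a share as the 77.7% found, with a mean of 73.0%. Among lists matched on high expression in NPC, 0 of 10000 held as high a share of lower genes as the 64.2% found, with a mean of 41.4%. Low expression in NPC could therefore account for most, but not all, of the excess of shared higher genes over all genes tested. It accounts for less of this excess in the libraries labelled NSC alone. High expression in NPC could account for less of the excess of shared lower genes.

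The log2 fold changes of 15 genes in Fig. 2c, read by eye, were set against those of the libraries labelled NSC and NR. The mean absolute difference was 1.03 with the names as given and 0.0522 with the names exchanged, and all 15 genes came closer. For NPC(+) the mean absolute difference was 0.0357. The lower *Sox1* of the libraries labelled NR stayed with other scalings (log2 fold change against those labelled NSC nearest to zero -1.83) and in thinned libraries (-1.797). An exchange of the names in the figure or in the deposited table may explain this, and the files do not show which of them holds the right names. Nothing was renamed, and all values are given under the names of the deposited table.

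Cells sorted for *Sox1* GFP would hold few pluripotent cells. Written before its result was seen but after the names were questioned, a list of 20 pluripotency genes was higher in the libraries labelled NR than in those labelled NSC, all 20 of them, with a median log2 fold change of 3.84. With the block the median was 3.89 (pairing correlation 0.338). More pluripotent cells in the libraries labelled NR could explain this, as they could the lower *Sox1* RNA. A sort that was only incomplete would not leave less *Sox1* RNA than an unsorted culture of the same kind. The *Sox1* log2 fold change of -1.89 and the 20 of 20 pluripotency genes therefore argue against an incomplete sort alone. Whether the cultures were alike apart from the sort is not stated, so an exchange of names is not shown either. Germline genes, which DNA methylation silences, were also higher there, 27 of 28 with a median of 3.92.

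Chromosome 12 showed a smaller shift in NPC(+) than chromosome 16, under the limit of 0.25 used for chromosomes. Its 342 genes were shifted by -0.23, and 66.96% lay under the median of all genes. Among 10000 random gene sets 0 shifted as far. The shift was -0.21 in thinned libraries, -0.20 after correction for GC content and length, at least as low as -0.19 in each of 3 parts of the chromosome and at least as low as -0.20 in each of the 9 pairs of libraries. As with chromosome 16, a copy number difference in part of the cells is a candidate explanation that was not tested. Against NPC, the libraries labelled NSC and NR were shifted on chromosomes 1 (-0.29 and -0.30), 8 (0.58 and 0.48), 14 (0.49 and 0.52), 15 (-0.67 and -0.69) and 19 (0.31 and 0.38), and between these libraries no chromosome shifted by more than 0.25.

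The 4 genes of the Y chromosome examined summed to 3, 1 and 1 counts in NPC replicates 1 to 3 and to 0 in each NPC(+) library. In the libraries labelled NSC they summed to 858, 53 and 506, and in those labelled NR to 481, 42 and 731. At the lowest level in these libraries 4.68 counts would be predicted in the smallest NPC(+) library, so depth did not account for the absence in all of them. *Xist* was at 149 to 166 CPM in NPC, 86.0 to 100.7 in NPC(+), 11.1 to 15.4 in the libraries labelled NSC and 18.8 to 27.9 in those labelled NR, and lower in NPC(+) than in NPC (log2 fold change -0.69, adjusted p = 0.00231 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper states that all cells came from *Sox1* GFP embryonic stem cells. Replicate 2 was the lowest in both of these groups, and their same-numbered libraries deviate together (pairing correlation 0.338), so the level follows the replicate there and the same-numbered libraries of these groups may not be independent. Lines of different sex chromosome make-up are a possible explanation, which no DNA data tested.

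The paper reports protein stainings of markers in *Sox1* GFP-positive NPCs, and their RNA was measured here in other libraries. *Ocln* was at the floor in both groups, with 0 counts in NPC and at most 1 in NPC(+), so a change was not detectable at this depth. *Tjp1*, the gene of ZO-1, had a log2 fold change of 0.15 (adjusted p = 0.350 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) from 79.5 ± 4.05 CPM in NPC (SD, n = 3). *Notch1* was lower in NPC(+), with a log2 fold change of -0.78 (adjusted p = 0.0290, same test). *Prom1* had 0.12 (adjusted p = 0.896, same test), on 10 to 19 counts in NPC and 1 to 13 in NPC(+), and its direction changed between alternatives.

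*Uhrf1* and *Dnmt1*, which maintain DNA methylation, were higher in NPC(+) by log2 fold changes of 1.403 and 0.64 (adjusted p = 2.16e-08 and 1.40e-04 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Tet2* was lower, with a log2 fold change of -0.996 (adjusted p = 0.00398, same test), as was its window of chromosome 3. *Tet1* and *Dnmt3a* were lower by log2 fold changes of -0.37 and -0.45 (adjusted p = 0.0848 and 0.0983, same test). They passed an adjusted p of 0.1 under only 5 and 6 of 15 alternatives. DNA replication genes were higher as well, 24 of 28 with a median of 0.33 (with the block 0.34, pairing correlation 0.0172). More replicating cells in NPC(+) may therefore account for part of the rise in *Uhrf1* and *Dnmt1*, although both rose more than the median of 0.33. The other gene sets set beforehand did not pass an adjusted p of 0.05, among them Hox genes (median 0.34, adjusted p = 0.0510 in limma's camera test with Benjamini-Hochberg adjustment), cell cycle genes (0.20, adjusted p = 0.114) and p53 target genes (-0.22, adjusted p = 0.524). Over 11 alternatives each the adjusted p ran from 0.0496 to 0.796 for Hox genes, which passed without NPC replicate 3, and from 0.0361 to 0.854 for cell cycle genes, which passed without NPC replicate 1.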
